# DLK-MAPK Signaling Coupled with DNA Damage Promotes Intrinsic Neurotoxicity Associated with Non-Mutated Tau

**DOI:** 10.1007/s12035-023-03720-1

**Published:** 2023-11-13

**Authors:** Sanming Li, Ethan R. Roy, Yanyu Wang, Trent Watkins, Wei Cao

**Keywords:** Alzheimer, Tauopathy, Neurodegeneration, DNA damage, MAP kinase, DLK, Axonal degeneration

## Abstract

Alzheimer’s disease (AD) is the most prevalent form of neurodegeneration. Despite the well-established link between tau aggregation and clinical progression, the major pathways driven by this protein to intrinsically damage neurons are incompletely understood. To model AD-relevant neurodegeneration driven by tau, we overexpressed non-mutated human tau in primary mouse neurons and observed substantial axonal degeneration and cell death, a process accompanied by activated caspase 3. Mechanistically, we detected deformation of the nuclear envelope and increased DNA damage response in tau-expressing neurons. Gene profiling analysis further revealed significant alterations in the mitogen-activated protein kinase (MAPK) pathway; moreover, inhibitors of dual leucine zipper kinase (DLK) and c-Jun N-terminal kinase (JNK) were effective in alleviating wild-type human tau-induced neurodegeneration. In contrast, mutant P301L human tau was less toxic to neurons, despite causing comparable DNA damage. Axonal DLK activation induced by wild-type tau potentiated the impact of DNA damage response, resulting in overt neurotoxicity. In summary, we have established a cellular tauopathy model highly relevant to AD and identified a functional synergy between the DLK-MAPK axis and DNA damage response in the neuronal degenerative process.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12035-023-03720-1.

## Introduction

Microtubule-associated protein tau (encoded by *MAPT* gene) is centrally involved in the pathogenesis of Alzheimer’s disease (AD) and a group of neurodegenerative disorders coined as “tauopathies”, which display a hallmark of excessive tau aggregation in the brain [1–3]. Tau is most abundantly expressed in neurons, where it primarily associates with and stabilizes microtubules. Besides this role, tau has been shown to fulfill biological functions in regulating key neuronal processes, including axonal transport, cytoskeletal dynamics, synaptic transmission, nuclear transport, protein translation, mitochondrial function, and metabolism [4–7]. The complex biology of this intrinsically disordered protein entails multiple isoforms generated from alternative splicing of a single *MAPT* gene, a plethora of post-translational modifications at various sites of the protein, and the discrete roles played by tau in different cellular compartments [8–12].

AD distinguishes from other tauopathies by presentation as a secondary tauopathy. In primary tauopathy conditions, such as frontotemporal lobar degeneration (FTLD), Pick disease, progressive supranuclear palsy (PSP), corticobasal degeneration (CBD), and chronic traumatic encephalopathy (CTE), a large number of rare *MAPT* mutations predispose the development of tau pathology in the central nervous system (CNS)^10^. In contrast, the vast majority of AD patients possess non-mutated *MAPT* while developing abundant amyloid plaques in conjunction with neurofibrillary tangles (NFT) that contain insoluble tau aggregates in their brains [6, 7]. Through studying animal and cell culture models expressing mutated *MAPT*, many groups over the years have elucidated the pathogenic potential of FTLD-associated mutant tau [13–17]. However, a critical question that remains to date is whether the pathogenic role of tau in AD is in any way dissimilar from that in primary tauopathy. If so, the findings from the mutant tau studies might be inadequate to guide the therapeutic development for AD.

Elevated tau protein level is causally linked to disease pathogenesis; in particular, intraneuronal accumulation of aggregated tau closely correlates with the clinical progression of AD as well as other tauopathies [18, 19]. In rodent brains, neuronal overexpression of mutant *MAPT* is sufficient for the development of NFT pathology and the onset of neurodegeneration, leading to the successful construction of numerous tauopathy disease models [14, 16]. *In vitro*, however, tau overexpression has been mostly carried out in immortalized non-neuronal cells, such as HEK293 and HELA cells, to facilitate studies on the tau interactome, transcriptomic influence by tau, or self-aggregation and seeding properties of tau [20–22]. Neuronal cell lines and human induced pluripotent stem cells have also been used to study the effects of elevated tau [23, 24]. Surprisingly little is known about the functional impact of increased intraneuronal tau on differentiated primary neurons. Consequently, the major cellular pathways that govern tau-mediated neuropathology relevant to AD remain poorly understood.

To investigate AD-relevant tau-dependent neurodegeneration, we developed a cellular tauopathy model by overexpressing human tau in mouse primary neurons. This system afforded us to comprehensively assess neuronal intrinsic responses to full-length wild-type (WT) tau, and enabled a direct comparison with an FTLD-associated mutant form. Remarkably, we have detected heightened neurotoxicity triggered by WT tau and obtained insights on two major signaling pathways that promote the degenerative process that is pertinent to AD.

## Materials and Methods

### Animals

C57BL/6J mice bred from line originally obtained from the Jackson Laboratory were used in this study. Mice were housed in groups of 2-3 per cage under conventional or specific pathogen-free conditions and standard light/dark cycle. Both male and female neonates were used in experiments. All animal procedures were performed in accordance with NIH guidelines. The experimental protocols were approved by the Animal Welfare Committee of The University of Texas Health Science Center at Houston (Protocol number: AWC-22-0011) or Institutional Animal Care and Use Committee of Baylor College of Medicine (Protocol number: AN-8203).

### Generation of AAV Vectors

Recombinant AAV1/2 vectors containing the longest tau isoform (2N4R) of human *MAPT* cDNA of wild-type and mutant P301L under human SYN1 promoter were used [25]. To construct a control vector, a stop codon arisen from single nucleotide mutation was generated at the N-terminus of the *MAPT* sequence. The detailed sequences were provided in supplemental data 4. Recombinant AAV stocks were produced by Gene Vector Core at Baylor College of Medicine. Vector genomes were titrated by quantitative PCR and purity validated by SDS-PAGE. The titer of 4 x 10^9^ GC/ml was selected for neuronal cell infection.

### Primary Cultures of Mouse Cortical and Hippocampal Neurons

Primary neurons were harvested and cultured as previously described [26]. Briefly, P0 pups of mixed sexes were decapitated into ice-cold dissection buffer (1x HBSS supplemented with 10 mM HEPES, pH 7.5, 0.6% glucose, 20 U/ml penicillin, 20 μg/ml streptomycin). Forebrain hemispheres were dissected and stripped of meninges. The tissues of cortex with hippocampus were isolated using a dissecting microscope and digested in trypsin at 37 °C for 15 minutes with gentle swirling. Following addition of 500 μl trypsin (2.5%), 400 μl soybean trypsin inhibitor (1 mg/ml) and 100 μl DNase I (1%) were then added. After tissue pieces decanted off, the supernatant was removed and replaced with 2 ml of DMEM and 20 μl DNase I (1%). The digested tissues were triturated with a P1000 pipette tip 8-10 times. After allowing the remaining pieces to settle, the supernatant was collected into a fresh tube for centrifuging at 1200 rpm for 5 min. The cell pellet was resuspended with 5ml of DMEM and then centrifuged again. After carefully removed the supernatant, the dissociated cells were resuspended in 2 ml completed neuronal culture media (Neurobasal medium supplemented with 2% B27, 0.5 mM L-glutamine, 40 U/ml penicillin, 40 μg/ml streptomycin), and passed through a 70 μm filter. The single suspended cells were plated into poly D-lysine-coated culture plates or glass coverslips (1-2 x 10^5^ cells/cm^2^). Cells were maintained in incubators at 37 °C, 5% CO_2_, and half the culture medium was replaced every 5-7 days.

### LDH Cytotoxicity Assay

50 μl of culture media was analyzed by the standard procedure provided by the manufacturer (Cat# C20301, CyQUANT™ LDH Cytotoxicity Assay, Thermofisher, USA). The absorbance by excitation of 560 nm and emission of 590 nm was measured on the SpectraMax® ABS Microplate Reader (Molecular Devices, USA).

### Neuronal Culture Treatments

10 mM pan-caspase inhibitor Z-VAD-FMK (Cat# HY-16658B, MCE), or 2 mM JNK inhibitor D-JNKI-1(JNKi) (Cat# HY-P0069, MCE), or 250nM DLK inhibitor GNE-3511 (DLKi) (Cat# HY-12947, MCE) was added to the cultured media at day 5 post-AAV infection. 100 nM colchicine (Cat# HY-16569, MCE) or 2 mM etoposide (HY-13629, MCE) was added singly or together to the cultured media at day 7 post-AAV infection or day 14 post-culture. Equal volume of DMSO was added in vehicle control samples. The cell density and LDH analysis was performed after 24-96 hours treatment. The dose of the compounds was chosen to minimize cytotoxicity to the cultured neurons, based on the pilot experiments.

### Immunofluorescent Staining

The cultured neurons on the coverslips were fixed with 4% paraformaldehyde (Santa Cruz, cat# sc-281692) for 20 minutes at 4 °C. After washing with 1x PBS for 3 times, the cells were incubated in 0.2% Triton X-100 for 20 minutes. After rinsing the cells with PBS twice and pre-incubating them with a blocking buffer of 10% normal donkey serum (Cat# S30-100ML, Millipore) and 0.5% Triton X-100 in PBS for 1 h, the cells were incubated with primary antibodies anti-HT7 (Cat# MN1000, Invitrogen, 1:200), Total tau (Cat# T6402, Sigma, 1:300), PHF1 (provided by Dr. Peter Davies, 1:100), AT8 (Cat# MN1020, Invitrogen, 1:200), CP13 (provided by Dr. Peter Davies, 1:100), AT180 (Cat# MN1040, Invitrogen, 1:200), Tau pS262 (Cat# 44-750G, Invitrogen, 1:100), MC1 (provided by Dr. Peter Davies, 1:100), Phospho-Neurofilament H (pNF-H) (Cat# 801601, Biolegend, 1:500), β-Tubulin III (Cat# 801201, Biolegend, 1:500), Synaptophysin (Cat# AF5555, R&D, 1:200), PSD-95 (Cat# 51-6900, Invitrogen, 1:200), HP1α (Cat# 2616, Cell Signaling Technology, 1:200), Phospho-Histone H2A.X (pH2AX)(Cat# 9718, Santa Cruz, 1:100), Lamin A/C (Cat# sc-376248, Santa Cruz, 1:100) , Phospho-p53(Ser15) (Cat# 9284, Cell Signaling Technology, 1:200), Active Caspase 3 (Cat# 9664, Cell Signaling Technology, 1:100), Puma (Cat# A3752, Abclonal, 1:500), NeuN (Cat# ABN91, Millipore, 1:500), c-Jun (Cat# A2046, Abclonal, 1:500), Phospho-JNK (p-JNK) (Cat# 4668, Cell Signaling Technology, 1:200), Phospho-c-Jun (p-c-Jun) (Ser73) (Cat# 3270, Cell Signaling Technology, 1:200), p-c-Jun (Ser63) (Cat# AP0105, Abclonal, 1:200), at 4 °C overnight. After 3 separate 10 minutes washes with PBS, they were then incubated with fluorescent secondary antibodies diluted in blocking buffer for 1 hour at room temperature. Following 3 additional PBS washes for 10 minutes each, the cells were counterstained with DAPI, mounted with mounting medium (Cat# P36980, Invitrogen), and photographed using the confocal laser scanning microscopy (Leica, Germany) or EVOS fluorescence microscopy (Life Technologies, USA).

### Immunoblotting

Total protein from cultured neurons were extracted with a cold RIPA lysis buffer composed of protease and phosphatase inhibitor mixtures. The protein concentration was quantified using the BCA assay. The tissue or cell lysate with equal amounts of proteins were subjected to electrophoresis on 8 to 15% SDS-PAGE and then electrophoretically transferred to a PVDF membrane (Bio-Rad tank transfer system, 90V, 90 minutes; Bio-Rad trans-blot turbo system, 25V, 10 minutes). After blocking in 5% milk for 1 h, the membranes were incubated with primary antibodies Total tau (1:2000), HT7 (1:1000), AT8 (1:1000), CP13 (1:1000), AT180 (1:1000), PHF1 (1:1000), p-c-Jun (Ser73,1:1000), Synaptophysin (1:1000), PSD-95 (1:1000), p-JNK (1:1000), pH2AX (1:500), Active Caspase 3 (1:1000), γ-tubulin (Cat# T6557, Sigma, 1:2000), or β-actin (Cat# sc-47778, Santa Cruz, 1:1000) overnight at 4 °C. The primary antibody was diluted with 5% BSA in Tris-buffered saline containing 0.05% Tween 20 (TBST) buffer. After three washes with TBST for 10 minutes each, the membranes were incubated with fluor-conjugated Donkey anti-Mouse IgG (Cat# 926-68072, LI-COR, 1:10000), Donkey anti-Rabbit IgG (Cat# 926-68073, LI-COR, 1:10000), or Donkey anti-Goat IgG (Cat# 926-68074, LI-COR, 1:10000) for 1 h. After three times of washing, the signals were visualized by on a LI-COR Odyssey blot imager or Bio-Rad ChemiDoc™ Imagers. The band intensities were normalized to the corresponding value of γ-tubulin or β-actin expression as a loading control. For tau oligomers detection, the method from Dr. Kayed’s lab was followed [27] and a pre-cast NuPAGE 4–12% Bis-Tris Gels for SDS-PAGE (NP0335BOX, Invitrogen) was used for oligomeric tau detection.

### Quantitative Real-Time RT-PCR Analysis

Total RNA was preserved in TRIzol solution and extracted with Direct-zol RNA Microprep Kits (Cat# R2062, ZYMO Research). About 200ng-1ug of RNA was used to generate cDNA by reverse transcription using iScript Reverse Transcription Supermix reagent (Cat# 170-8840, Bio-Rad). qRT-PCR was performed using iTaq Universal SYBR Green Supermix (Cat# 172-5124, Bio-Rad) on a CFX384 Touch Real-Time PCR Detection System. The primers used to amplify specific gene products are listed in Table S1. The results of relative quantitative PCR were analyzed using the comparative threshold cycle (Ct) method and normalized to *Hprt1* expression as an endogenous reference.

### RNA-Seq

Total RNA was extracted with Direct-zol RNA Microprep Kits. Novogene Co. (CA, USA) performed mRNA sequencing and data analysis. Basically, the RNA quality was evaluated as follows: RNA integrity number > 7.0 and 28S:18S ratio > 1.8. Messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads for library construction. The library cDNA was subjected to paired-end sequencing with a pair end 125-base pair reading length on an Illumina HiSeq 2500 sequencer (Illumina, San Diego, CA, USA). For quantification of gene expression level, featureCounts v1.5.0-p3 was used to calculate the reads numbers mapped to each gene. And then FPKM of each gene was determined based on the length of the gene and reads count mapped to this gene. Differential expression analysis was performed using the DESeq2 R package (1.20.0). The P-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted P-value <= 0.05 found by DESeq2 were considered as differentially expressed. ClusterProfiler R package was used to test the statistical enrichment of differential expression genes in KEGG pathways. The local version of analysis tool (http://www.broadinstitute.org/gsea/index.jsp), GO, KEGG, Reactome, DO and DisGeNET data sets were used for Gene Set Enrichment Analysis (GSEA).

### Quantification of Axon Degeneration and Neurofilament Fragments in Vitro

The cultured neurons were immuno-stained with β-tubulin III antibody to visualize the microtubule structure, or with Phospho-Neurofilament H (pNF-H) to visualize the neurofilament. For per image, the total number of spheroids on the microtubule and neurofilament fragments was counted by ImageJ software. Then the number was normalized by dividing to the area (pixels) of β-tubulin III or pNF-H positive expression. More than 6 independent areas from 3 individual slides were analyzed for each experimental condition.

### Thioflavin S Staining

Fresh Thioflavin S (ThioS) solution was prepared by dissolving 1 g of ThioS (Cat# T1892, Sigma) in 100ml 80% ethanol, and stirring overnight at 4 °C, and filtering for final use. The fixed cells were rinsed in PBS, then transferred to solution containing 0.0002% thioflavin S in PBS for 8 minutes, rinsed in 40% ethanol in PBS twice for 2 minutes, followed by two rinses in PBS, then mounted on slides.

### Quantification and Statistical Analysis

Statistical analysis was performed using GraphPad Prism 9 (GraphPad Software, San Diego, CA, USA). All data in bar plots are presented as mean ± SEM. Data are representative of two or three independent experiments. Unless otherwise noted, differences between two groups were analyzed by two-tailed Student’s t-tests, and differences between three or more groups were analyzed by one-way ANOVA with Tukey’s multiple comparisons test, as indicated in figure legends. The rate of nuclear envelop invagination between groups was compared by Fisher's exact test. p < 0.05 was considered statistically significant (noted as ∗P < 0.05, ∗∗P < 0.01, ∗∗∗P < 0.001 in plots), and those over 0.05 were considered non-significant (“ns”, or numerical P values listed in certain plots). All n values are listed in figure legends for each respective plot. All micrographs shown are images representative of multiple replicates as indicated.

## Result

### Neuronal Wild-Type Human Tau Overexpression Prompts Axonal and Neuronal Degeneration

To enable human tau expression, primary mouse neurons were infected at DIV5 with an AAV vector containing the human WT *MAPT* gene (2N4R) under the control of the human *SYN1* promoter (Fig. 1A). Full-length human tau (hTau) protein was produced in the neurons in a time-dependent manner and reached an estimated ratio of 2:1 relative to endogenous mouse tau protein (Fig. S1A-B). Neuronal hTau expression was further confirmed by immunostaining with a hTau-specific antibody (clone HT7) and a polyclonal antibody that recognizes total tau protein (both human and mouse) (Fig. 1B). In addition, we detected hTau phosphorylation at multiple amino acid positions (Ser396/Ser404 (PHF-1^+^), Thr231 (AT180^+^), Ser202/Thr205 (AT8^+^), and Ser202 (CP13^+^)) (Fig. 1C), which were localized in the soma as well as neurites of the *MAPT*-transduced neurons (Fig. 1D). Hyperphosphorylation can promote tau aggregation and NFT formation [4, 5]. We detected high molecular weight multimeric species of hTau protein by western blot (Fig. 1E) and upregulation of a conformational epitope of aggregated hTau (Fig. 1F); however, no signal was obtained by Thioflavin S staining (Fig. S1C). These findings suggest that WT full-length *MAPT* overexpression in primary neurons leads to human tau hyperphosphorylation and aggregation in the absence of NFT.

**Fig. 1:**
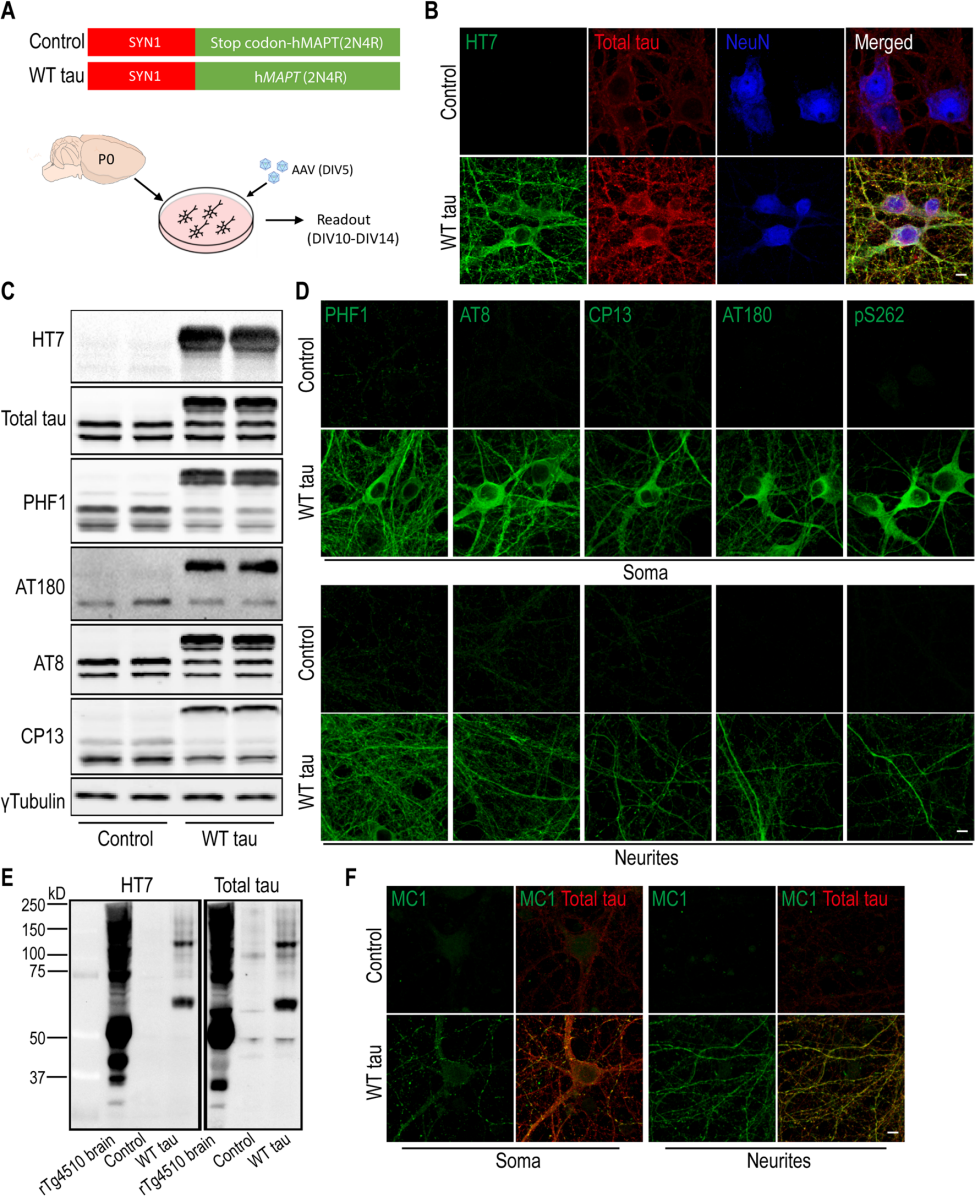
Expression of human wild-type tau protein in mouse primary neurons. **(A)** Mouse cortical neurons were cultured *in vitro*. At DIV5, cells were infected either with an AAV vector containing full-length human *MAPT* sequence (2N4R), or a control vector with an inserted stop codon at the N-terminus of the *MAPT* sequence. (**B)** Immunofluorescent staining of tau in neurons (NeuN positive) at day 7 post-infection. The scale bar represents 5 μm. (**C)** Western blot results of tau protein expression in control and WT tau groups. (**D)** Phosphorylated tau visualized in somas and neurites of neurons. The scale bar represents 5 μm. **(E)** Tau oligomerization assessed by western blot. Brain lysate of rTg4510 tauopathy mice was used as positive control. **(F)** Presence of misfolded and aggregated tau visualized with antibody MC1. The scale bar represents 5 μm.

Several days after AAV infection, WT hTau+ neurons started to display morphological changes indicative of degeneration. By day 7 post-infection, we observed gross axonal degeneration manifested by the development of numerous axon swelling or spheroids (Fig. 2A) and the accumulation of fragmented neurofilaments in culture (Fig. 2B). In conjunction, synaptic markers were significantly reduced (Figs. 2C and D). By day 9 post-infection, neuronal density was decreased by > 80% in WT hTau+ culture (Fig. 2E). Moreover, by assaying the culture medium longitudinally, we detected a time-dependent escalation of lactate dehydrogenase (LDH) release, corroborating a remarkable neurotoxic phenotype of intracellular WT human tau in primary neurons (Fig. 2F).

**Fig. 2:**
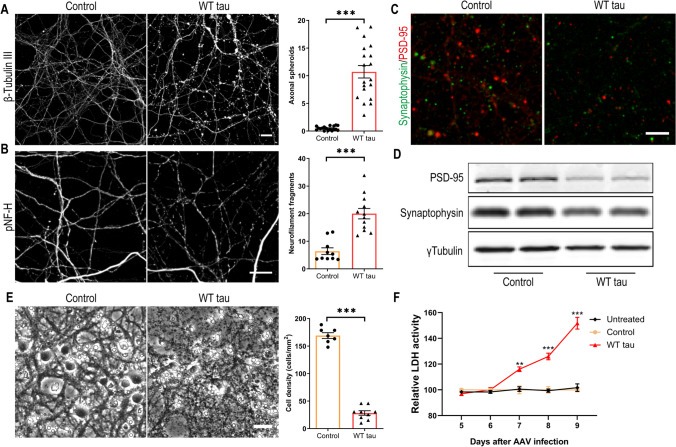
Axonal degeneration and cell death in WT hTau-expressing neurons. **(A)** Representative images of β-tubulin III staining in control and WT tau groups at day 7 post-infection and quantification of axonal spheroids. The scale bar represents 10 μm. n=18, 19 individual images in control, WT tau groups, respectively. **(B)** Representative images of phosphorylated neurofilament heavy chain (pNF-H) staining in control and WT tau groups at day 7 post-infection and quantification of neurofilament fragments. The scale bar represents 10 μm. n=10, 12 individual images in control, WT tau groups, respectively. **(C)** Representative images of PSD-95 and synaptophysin co-staining in control and WT tau groups. The scale bar represents 5 μm. **(D)** Western blot results of PSD-95 and synaptophysin expression in control and WT tau groups. **(E)** Representative cell images in control and WT tau groups at day 9 post-infection and quantification of cell density. The scale bar represents 25 μm. n=7, 9 individual images in control, WT tau groups, respectively. **(F)** Kinetic analysis of LDH activity in the culture media from untreated, control and WT tau groups. n=6 wells/group in each time point.

### Caspase 3 Activation is Involved in WT hTau-Dependent Neurodegeneration

To investigate the neurotoxicity elicited by WT hTau, we first examined apoptosis, a programmed cell death pathway that has been implicated in the loss of neurons in AD [28]. Apoptotic death involves the function of caspases, among which caspase 3 activation serves as a central effector [29]. In WT hTau^+^ neurons, we detected increased abundance of cleaved caspase 3, the signal of which was present both inside the nuclei and in the neuritic areas rich with axonal spheroids (Figs. 3A and B). Consistently, WT hTau^+^ neurons expressed more *Casp3* mRNA (Fig. 3C). PUMA, encoded by the *Bbc3* gene, is critically involved in the intrinsic apoptotic signaling pathway [30]. We detected elevated expression of both mRNA and protein products of *Bbc3* in neurons with WT hTau (Figs. 3D and E). To test the importance of caspase activity in tau-induced degeneration, we treated WT hTau^+^ neurons with pan-caspase inhibitor Z-VAD-FMK and observed a significant lessening of neurotoxicity (Figs. 3G and H). These results suggest that caspase 3 activity contributes to WT human tau-driven neurodegeneration.

**Fig. 3:**
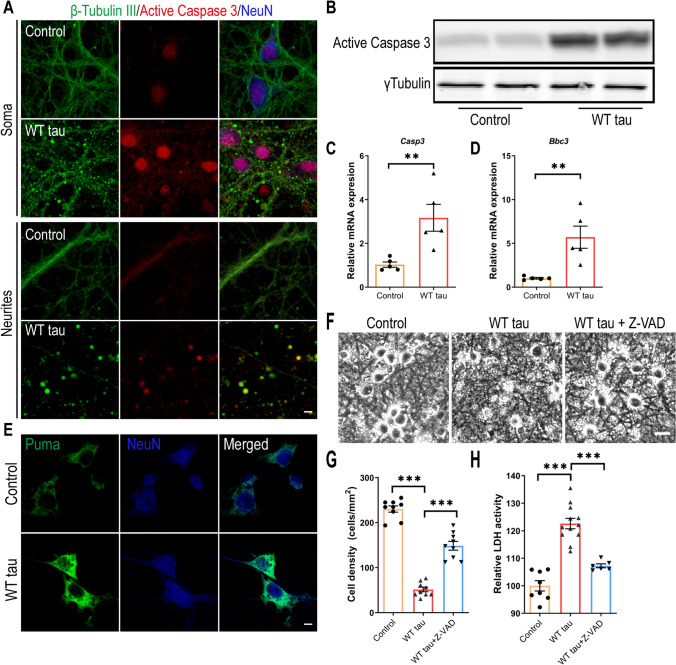
Caspase 3 activation in WT hTau-expressing neurons. (**A**) Representative images of β-tubulin III and active caspase 3 co-staining in somas and neurites at day 7 post-infection. The scale bar represents 5 μm. (**B**) Active caspase 3 expression assessed by western blot. (**C**) Relative expression of *Casp3* mRNA at day 7 post-infection. n=5 samples/group. **(D)** Relative expression of *Bbc3* mRNA at day 7 post-infection. n=5 samples/group. (**E**) Representative images of Puma staining in control and WT Tau-expressing neurons. The scale bar represents 5 μm. (**F**) Representative cell images in control or WT tau groups with or without pan-caspase inhibitor Z-VAD-FMK treatment. The scale bar represents 25 μm. (**G**) Quantification of cell density 72 hrs after the treatment as shown in **F**. n=9 individual images/group. (**H**) Relative LDH activity 72 hrs after the treatment as shown in **F**. n=8, 12, 6 wells in control, WT tau, WT tau + Z-VAD groups, respectively. Data are presented as mean ± SEM. Statistical significance was determined using unpaired, two-tailed Student’s t test in C and D, or one-way ANOVA with Tukey’s multiple comparisons test in G and H.

### Wild-Type hTau Induces DNA Damage Response in Neurons

To probe the mechanistic connection between tau and apoptosis, we assessed the nuclei of neurons expressing WT hTau. Lamins are architectural proteins that confer mechanical stability to the nuclear envelope [31]. Visualization of nuclear lamins revealed that, in the presence of WT hTau, many neurons displayed abnormal invaginations in their nuclear membrane (Figs. 4A and B). Further analysis revealed the colocalization of hTau with ruffled lamin A/C signals in the nuclear envelope (Fig. 4C), suggesting a physical presence of WT hTau at sites of disruption.

**Fig. 4:**
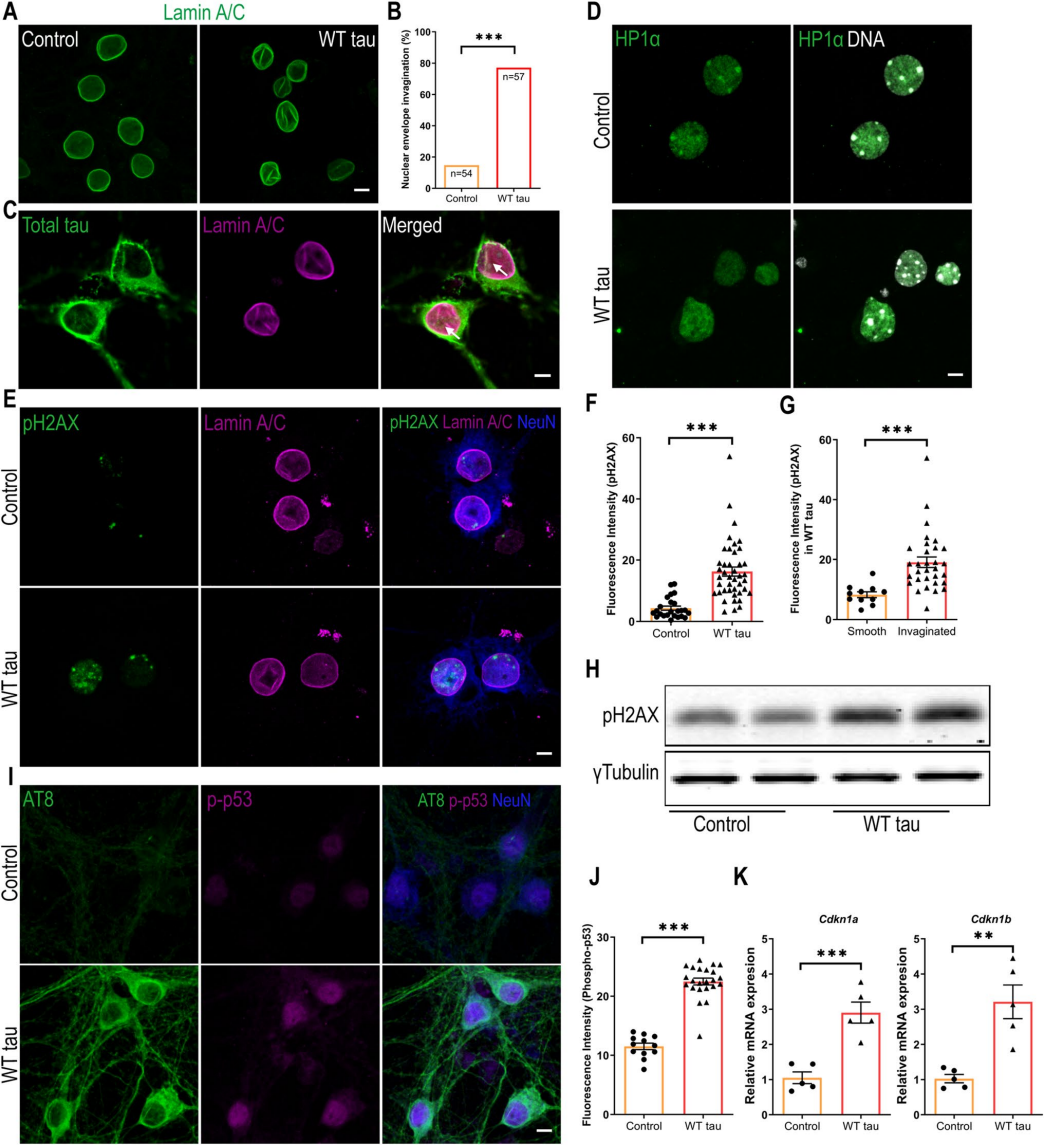
DNA damage response in WT hTau-expressing neurons. **(A)** Representative images of lamin A/C staining in control and WT tau groups at day 7 post-infection. The scale bar represents 5 μm. **(B)** Quantification of nuclear envelope invagination rate in control and WT tau groups. n=54, 57 neurons in control and WT tau groups, respectively. **(C)** Representative images of total tau and lamin A/C co-staining in WT tau group. The white arrows indicate colocalization of tau and lamin A/C in the invaginated area of nuclear membrane. The scale bar represents 5 μm. **(D)** Representative images of HP1α staining (green) in control and WT tau groups. Genomic DNA stained by DAPI is shown in white. The scale bar represents 5 μm. **(E)** Representative images of pH2AX and lamin A/C co-staining in control and WT tau groups at day 7 post-infection. The scale bar represents 5 μm. **(F)** Quantification of nuclear pH2AX signals from cultures shown in **E**. n=24, 42 neurons in control and WT tau groups, respectively. **(G)** Quantification of nuclear pH2AX signals in WT tau-expressing neurons with smooth or invaginated membrane. n=11 neurons with smooth nuclear membrane; n=31 neurons with invaginated membrane. **(H)** Western blot result of pH2AX expression in control and WT tau groups. **(I)** Representative images of AT8 and phospho-p53 (p-p53) co-staining in control and WT tau groups at day 7 post-infection. The scale bar represents 5 μm. **(J)** Quantification of nuclear p-p53 signals from cultures shown in **I**. n=12, 23 neurons in control and WT tau groups, respectively. **(K)** Quantitative RT-PCR result of relative *Cdkn1a* and *Cdkn1b* mRNA expression in control and WT tau groups at day 7 post-infection. n=5 samples/group. Data are presented as mean ± SEM. Statistical significance was determined using the Fisher’s exact test in B, or unpaired, two-tailed Student’s t-test in F, G, J and K.

Nuclear envelope disturbance can have serious consequences for a cell, particularly detrimental for chromatin and genomic stability [31]. We found that WT hTau^+^ neurons displayed fewer nuclear foci of heterochromatin protein 1α (HP1α), an indication of the loss of chromatin compactness (Fig. 4D). Phosphorylated Ser-139 of the histone variant H2AX (pH2AX) is a sensitive molecular marker of double-strand DNA (dsDNA) damage and repair [32]. Inside the nuclei of WT hTau^+^ neurons, we detected significantly increased pH2AX signal intensity, which correlated with the higher abundance of pH2AX protein in the cells (Figs. 4E, F and H). Furthermore, we found heightened nuclear pH2AX signal in cells exhibiting nuclear membrane invagination (Fig. 4G), suggesting a functional connection between nuclear envelope disruption and DNA damage response (DDR).

Activation of the well-known tumor suppressor p53 occurs in response to DNA damage and other cellular stresses and plays a critical role in apoptosis [33]. In conjunction with the pH2AX signal, phospho-p53 protein was detected in the nuclei of WT hTau^+^ neurons (Fig. 4I, J). During DDR, p53 induces cell cycle regulatory proteins to elicit intrinsic checkpoint control [34]. Accordingly, we found that WT hTau^+^ neurons increased the transcription of *Cdkn1a* and *Cdkn1b*, which encode inhibitors for cyclin-dependent kinases (Fig. 4K). These results collectively pinpoint a prevalent DNA damage response that is triggered by WT human tau in differentiated neurons.

### DLK-MAPK Signaling Partakes in WT hTau-Dependent Neurodegeneration

To gain deeper molecular insights into the cellular pathways that are affected by WT hTau, we performed RNAseq analysis on the AAV-transduced neurons. 

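The profiled cells were primary neurons from the cortex and hippocampus of newborn mice, infected with AAV on day 5 in vitro and collected 7 days later. Human MAPT encodes tau, a microtubule-binding protein of axons, and its RNA marks the vector in each group. Its mean was 0.0137 FPKM in untreated neurons, which is 1 read over the whole group, 1412 FPKM in AAV control neurons and 3330 FPKM in WT hTau+ neurons. The control vector carries the MAPT sequence with a stop codon at its N-terminus, and WT hTau+ neurons held 2.36 times as much MAPT RNA as control neurons. Mouse Mapt, the endogenous tau gene (ENSMUSG00000018411) on chromosome 11, was at 109 FPKM in untreated, 115 FPKM in control and 114 FPKM in WT hTau+ neurons. Messenger RNA was selected with poly-T beads and sequenced from paired ends in 4 untreated, 3 AAV control, 6 WT hTau+ and 4 P301L hTau+ libraries. The submitters' processing notes name fastp, HISAT2 2.0.5 and featureCounts 1.5.0-p3, with mm10 as the genome build. The authors deposited the mean FPKM of each group, that is, reads per gene scaled to gene length and library size, for 56980 mouse genes and human MAPT. Group means carry no spread between replicates, so no SD or test of a difference could be computed from them. The adjusted p-values quoted beside them are those of the paper's DESeq2 test in supplemental data S2. In the lowest values of each group, whole multiples of what 1 read is worth gave the depth, and 4501 of 4501 such values in control and 4903 of 4903 in WT hTau+ neurons came out whole (relative tolerance 1e-05). AAV control libraries held 16.4 to 18.4 M scaled reads (median 17.3 M), WT hTau+ libraries 12.5 to 18.3 M (median 17.1 M) and untreated libraries 16.2 to 18.2 M (median 17.5 M), which are the denominators of the FPKM and not raw totals. Log2 ratios were taken between group means with no pseudocount, over 14233 genes with a mean of at least 1 CPM, that is, FPKM times gene length in kilobases. The reads behind each mean give its counting error, with a median of 0.041 log2 units for genes at 5 CPM or more. It leaves out the spread between libraries, and the paper does not state whether the libraries of a group are separate cultures. Ribosomal RNA took 3.41% of the reads in control and 3.54% in WT hTau+ neurons, and human MAPT took 0.140% and 0.342%. Over the 1673 genes of supplemental data S2 held here, the log2 ratio of the group means had the sign of the paper's fold change for 1673, with a median absolute difference of 0.000830.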

A significant number of genes were differentially regulated between the AAV control and WT hTau^+^ neurons. Among these, multiple apoptosis and cell death-related genes displayed significantly higher levels of expression in WT hTau^+^ neurons (Fig. S2A). 

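Among 11189 genes with a mean of at least 5 CPM, 57 were at least 1.5 times higher in WT hTau+ than in control neurons and 100 were at least 1.5 times lower. With each group's summed reads as library total, less ribosomal RNA and human MAPT, the split was 88 higher and 68 lower. These summed-read totals replace the authors' denominators, of which summed reads made up 101.5% in control and 97.8% in WT hTau+ neurons. They moved the median log2 ratio of all measured genes by 0.058. Ribosomal RNA and human MAPT took similar shares in both groups, so the move came mostly from the denominators. Other scalings kept more lower than higher genes. Median-of-ratios scaling gave 57 higher and 99 lower, and rescaling to a common sum of FPKM gave 66 and 88. At 2 times or more, with the authors' denominators, 5 genes were higher and 9 were lower. The higher genes included Ass1, an enzyme of arginine synthesis, with a log2 ratio of 1.27 (counting SE 0.12), and Txnip, a thioredoxin-binding protein, at 7.11 against 3.05 FPKM (log2 ratio 1.22). Slc44a5, a choline transporter-like protein, was at 5.99 against 2.86 FPKM. Just below 2 times, the adaptor gene Sh2d3c was at 10.0 against 5.13 FPKM (log2 ratio 0.96). Among the lower genes, Egr3, a transcription factor induced by neuronal activity, was at 23.0 FPKM in WT hTau+ and 50.5 FPKM in control neurons (log2 ratio -1.14). Slc30a3, which loads zinc into synaptic vesicles, had a log2 ratio of -1.11, and Emid1, an extracellular matrix gene, had -1.27. Of 26 activity-regulated genes, 9 were higher and 17 lower, with a median log2 ratio of -0.19. They included Vgf (-0.84), a secreted neuropeptide precursor, and Nptx2 (-0.76), a synaptic pentraxin. This list was itself higher in AAV control than in untreated neurons, in 25 of 26 cases, with a median of 0.35. Egr3 was at 36.8 FPKM in untreated neurons. The paper's own DESeq2 list, at an adjusted p of at most 0.05 and no minimum fold, holds 578 genes with a positive and 1095 with a negative fold change, of which 228 lie at 1.5 times or more either way.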

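Genes that promote apoptosis were mostly higher in WT hTau+ neurons: of 28 measured, 23 were higher and 5 lower than in control neurons, with a median ratio of 1.14. Bbc3, which encodes the BH3-only protein PUMA, had the largest log2 ratio of this list, 0.99 (counting SE 0.05), with 20.0 FPKM in WT hTau+ and 10.1 FPKM in control neurons. The paper's adjusted p for it is 7.21e-25 (DESeq2, supplemental data S2). Hrk, a BH3-only gene of neurons, was at 24.6 against 15.1 FPKM (log2 ratio 0.70), and Pidd1, a death domain protein induced by p53, was at 1.82 against 1.04 FPKM (log2 ratio 0.80). Pmaip1, which encodes NOXA, had a log2 ratio of 0.51 and Siva1, another proapoptotic gene, also 0.51. A ratio at least 25% above 1, or below its inverse, was taken to set a list member apart: 11 of the 28 genes were apart on the higher side and 0 on the lower, against 4 either way in the median of 10000 random lists of the same size and mean expression. The list's median log2 ratio of 0.19 (95% bootstrap interval over genes 0.07 to 0.36) lay at percentile 100 of those random lists, which describes these libraries and is not a test between conditions. Other lists were higher in the same comparison too: nuclear-retained RNAs had a median of 0.18, markers of inhibitory neurons 0.32 and markers of fibroblasts, meninges and mural cells 0.34. Of 10 genes that inhibit apoptosis, 8 were higher and 2 lower, with a median log2 ratio of 0.10. Cflar, an inhibitor of caspase-8 activation, had 0.49 and Bcl2l1, which encodes BCL-XL, had -0.16.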

KEGG pathway analysis further revealed multiple significantly affected cellular processes (Fig. 5A; supplemental data S1). 

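Of the 40 gene lists, the one furthest from control in WT hTau+ neurons was that of cholesterol: all 24 measured genes of cholesterol synthesis and uptake were lower than in control neurons, with a median log2 ratio of -0.74 (bootstrap interval -0.85 to -0.64). Hmgcs1, which starts the mevalonate pathway, was at 111 FPKM in WT hTau+ and 206 FPKM in control neurons, and Sqle, the squalene epoxidase, was at 33.4 against 56.2 FPKM. The paper's adjusted p for each is 1.26e-61 (DESeq2). The demethylase gene Msmo1 had a log2 ratio of -1.02, the sterol transfer gene Stard4 -0.94 and the squalene synthase gene Fdft1 -0.85. By the same measure 23 of the 24 stood apart from control, against 1 gene either way in the median of expression-matched random lists. Of 19 genes of fatty acid synthesis, 17 were lower and 2 higher, with a median of -0.26. Scd1, a stearoyl-CoA desaturase, was at 38.3 against 66.9 FPKM. Astrocyte markers were lower in the same comparison, 15 of 19, with a median log2 ratio of -0.16 (bootstrap interval -0.23 to -0.05). Postsynaptic genes of excitatory synapses were lower in 25 of 35 cases, with a median of -0.11, among them Itpka (-0.85), an inositol trisphosphate kinase of dendritic spines, and the scaffold gene Dlgap3 (-0.58). Of 36 voltage-gated potassium channel genes, 26 were lower, with a median of -0.10. With summed-read totals without ribosomal RNA and human MAPT, the postsynaptic and potassium channel medians were -0.06 and -0.04, and that of all genes was 0.06. Kcnv1, a modulatory subunit, was at 8.45 against 18.8 FPKM (log2 ratio -1.15), and Kcng1 had -0.94. Markers of excitatory neurons were lower in 9 of 12 cases, with a median of -0.20, and markers of inhibitory neurons higher in 14 of 14, with a median of 0.32, so the share of cell types is not separated from the synaptic and channel differences. The control level itself lay above that of untreated neurons for both lists. Postsynaptic genes were higher in control than in untreated neurons in 29 of 35 cases, with a median of 0.08. Potassium channel genes were higher in 28 of 36, with a median of 0.12. How much of the lower level in WT hTau+ neurons this accounts for was not tested.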

Consistent with the observed axonal and synaptic degeneration, “axon guidance” and “synaptic vesicle cycle” represented the topmost significantly altered processes. 

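Axon guidance genes differed between WT hTau+ and control neurons in both directions: of 94 measured, 42 were higher and 52 lower. Plxnd1, a semaphorin receptor, was at 18.2 FPKM in WT hTau+ and 29.3 FPKM in control neurons (log2 ratio -0.69, counting SE 0.02; the paper's adjusted p is 6.60e-27, DESeq2). The semaphorin gene Sema4a and Rnd1, a GTPase, each had a log2 ratio of -0.60, while Cxcl12, a chemokine that steers axons and migrating neurons, had 0.75. Of the genes set apart by 25%, 11 were higher and 10 lower. The total of 21 compares with 8 in the median of expression-matched random lists and lies at percentile 100 of them. Its median log2 ratio of -0.03 (bootstrap interval -0.06 to 0.03) had no settled sign. The median became 0.03 with summed-read totals without ribosomal RNA and human MAPT. Synaptic vesicle cycle genes were lower more often than higher, 50 against 19 of 69, with a median log2 ratio of -0.11 (bootstrap interval -0.14 to -0.07). Sv2b, a vesicle glycoprotein, was at 29.6 against 40.1 FPKM (log2 ratio -0.44; the paper's adjusted p is 1.22e-19), and Unc13a, which primes vesicles for release, had -0.34. The clathrin adaptor gene Ap2a1 had -0.30. Excitatory neuron markers had a median of -0.20 in the same comparison. In this list 7 of the 69 stood apart from control by 25%, against 5 in the random lists. The list's median was -0.05 with summed-read totals without ribosomal RNA and human MAPT, which moved the median of all genes by 0.058.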

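Genes of the MAPK pathway lay on both sides of control in WT hTau+ neurons, with 89 higher and 125 lower of 214 measured. The higher members included Dusp1, a phosphatase that inactivates JNK and p38, at 8.12 FPKM against 4.23 FPKM in control neurons (log2 ratio 0.94, counting SE 0.06; the paper's adjusted p is 4.45e-12, DESeq2). Dusp16, a phosphatase of JNK, had a log2 ratio of 0.68. Lower members included Cacng3, an AMPA receptor auxiliary subunit, at 19.6 against 32.0 FPKM. Rps6ka2, a ribosomal S6 kinase, had -0.55 and Relb, a subunit of NF-kappaB, had -0.99. Set apart by 25%, 22 of the 214 were higher and 23 lower. The total of 45 compares with 22 in the median of expression-matched random lists and lies at percentile 100 of them. The median log2 ratio was -0.03 (bootstrap interval -0.07 to -0.01). It was 0.02 with summed-read totals without ribosomal RNA and human MAPT, which moved the median of all genes by 0.058. Of the 16 dual specificity phosphatases, which dephosphorylate MAP kinases, 8 stood apart from control by 25%: 4 higher, including Dusp10 (0.45), and 4 lower, including Dusp4 (-0.41), against 2 in the median of the random lists.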

Interestingly, the “MAPK signaling pathway” contained the greatest number of genes significantly affected by WT hTau (Fig. 5A). 

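Jun (ENSMUSG00000052684, chromosome 4) encodes c-Jun, a subunit of the transcription factor AP-1, and was 2.11 times higher in WT hTau+ than in AAV control neurons. Its mean was 45.2 FPKM in WT hTau+ neurons, 21.4 FPKM in control neurons, 22.1 FPKM in untreated neurons and 25.3 FPKM in P301L hTau+ neurons. The log2 ratio of WT hTau+ over control was 1.08, with a 95% counting interval of 1.03 to 1.13, and the paper's adjusted p is 1.32e-42 (DESeq2, supplemental data S2). Arid5a (ENSMUSG00000037447, chromosome 1), an RNA-binding protein that stabilizes inflammatory transcripts, was at 2.89 FPKM in WT hTau+ and 0.720 FPKM in control neurons. Its log2 ratio was 2.01 (counting SE 0.07), and the paper's adjusted p is 2.96e-50. By size of the log2 ratio among genes at 5 CPM or more, Jun was number 4 of the higher genes, after Arid5a, Ass1 and Txnip.

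**Figure D1:**
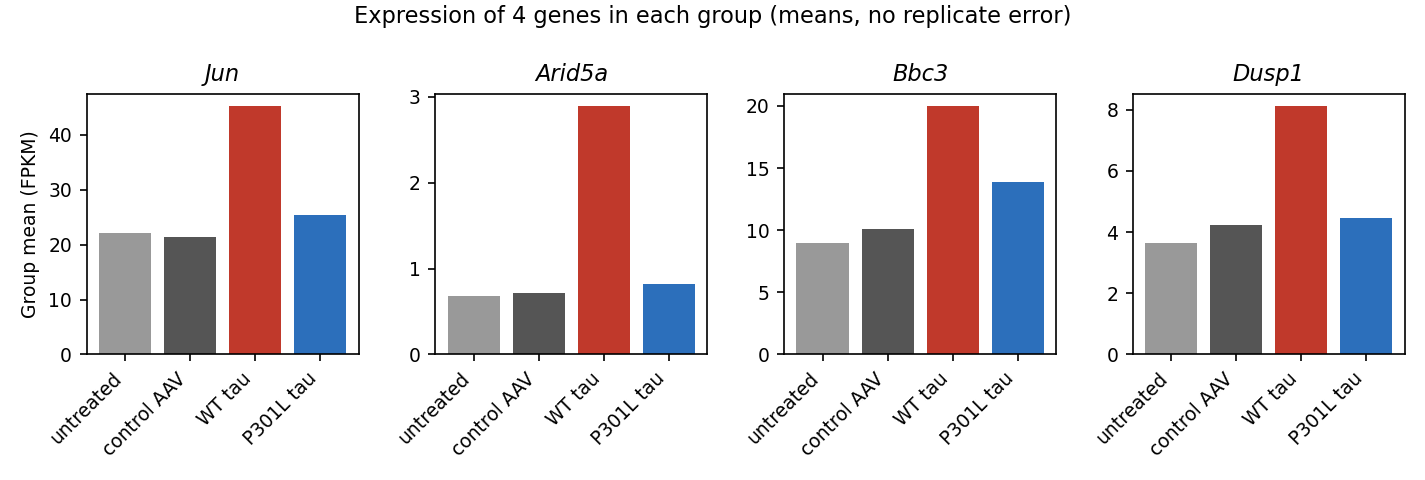
Mean FPKM of Jun, Arid5a, Bbc3 and Dusp1 in untreated, AAV control, WT hTau+ and P301L hTau+ neurons, as bars of the authors' group means with no replicate error. Jun stands at 45.2 FPKM in WT hTau+ neurons and between 21.4 and 25.3 FPKM in the other groups.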

Among the genes differentially upregulated by WT hTau, *Jun* proto-oncogene ranked highest by the adjusted *p* value (Fig. 5B; supplemental data S2).

**Fig. 5:**
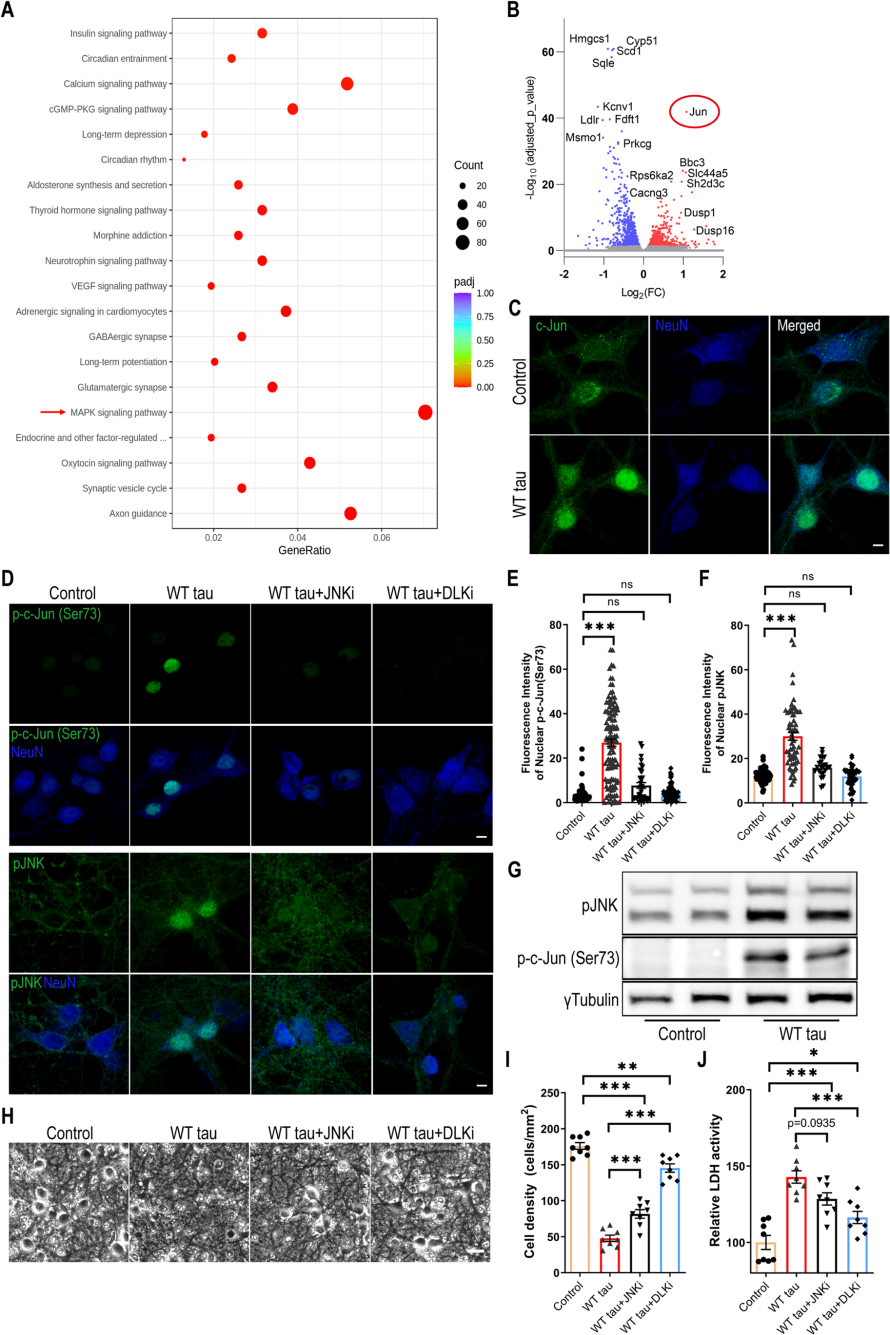
MAPK-DLK signaling in WT hTau-expressing neurons. **(A)** Top 20 most significantly affected KEGG pathways in WT tau group, compared with control group. **(B)** Volcano plot showing the top most differentially expressed genes (DEG) by WT tau. **(C)** Representative images of c-Jun staining in control and WT tau groups. The scale bar represents 5 μm. **(D)** Representative images of p-c-Jun (Ser73) and pJNK staining in control or WT tau grouped with or without JNK inhibitor (JNKi) or DLK inhibitor (DLKi) treatment. The scale bar represents 5 μm. **(E)** Quantification of nuclear pJNK signals from cultures shown in **D**. n=45, 115, 34, 90 neurons in control, WT tau, WT tau + JNKi, WT tau + DLKi groups, respectively. **(F)** Quantification of nuclear p-c-Jun (Ser73) signals from cultures shown in **D**. n=59, 62, 23, 37 neurons in control, WT tau, WT tau + JNKi, WT tau + DLKi groups, respectively. **(G)** Western blot result of pJNK and p-c-Jun (Ser73) expression in control and WT tau groups. (**H**) Representative cell images in control or WT tau groups with or without JNKi or DLKi treatment. The scale bar represents 25 μm. (**I**) Quantification of cell density from cultures shown in **H**. n=8 images/group. (**J**) Quantification of relative LDH activity in culture media of cells shown in **H**. n=8 wells/group. Data are presented as mean ± SEM. Statistical significance was determined using one-way ANOVA with Tukey’s multiple comparisons test in E, F, I and J.

c-Jun, the protein product of *Jun*, can be phosphorylated by c-Jun N-terminal kinases (JNKs), a subset of MAP kinases, and subsequently translocate to nucleus to take a part in the transcriptional activity of AP-1 [35]. Consistent with the upregulation of the *Jun* transcript, the c-Jun protein was expressed more abundantly and exhibited a nuclear enrichment in WT hTau^+^ neurons (Fig. 5C). Moreover, phosphorylated c-Jun at both serine 63 and serine 73 increased in these cells, which was exclusively present inside the nuclei (Figs. 5D, F, G, and S2B-C). In addition, we detected highly elevated nuclear phospho-JNK expression in many WT hTau^+^ neurons (Figs. 5D, E, G). Together with the RNA profiling results, these findings uncover a substantially activated MAPK-JNK pathway in degenerating WT hTau^+^ neurons. 

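In the RNA profile the DLK and JNK genes lay close to control in WT hTau+ neurons, while Jun was far above it. Map3k12, which encodes DLK, was at 13.0 FPKM in WT hTau+ and 12.5 FPKM in control neurons (log2 ratio 0.05, counting SE 0.02). The JNK genes Mapk8, Mapk9 and Mapk10 had log2 ratios of -0.05, -0.08 and -0.04. With summed-read totals without ribosomal RNA and human MAPT, which moved the median of all genes by 0.058, those of Mapk8 and Mapk10 were 0.01 and 0.02. Map2k4, a kinase that activates JNK, was at 37.9 against 45.6 FPKM (log2 ratio -0.27; the paper's adjusted p is 0.000181, DESeq2), and Spag9, a JNK scaffold, had a log2 ratio of 0.21. Of 19 genes of DLK-JNK signaling, 7 were higher and 12 lower, with a median log2 ratio of -0.04 that became 0.02 with the same totals. Genes of the axon injury response, which DLK controls in damaged neurons, were higher in 16 of 22 cases, with a median log2 ratio of 0.14 (bootstrap interval 0.01 to 0.40). They included Jun itself, Ecel1 (0.62), an endopeptidase induced by nerve injury, and Tubb3 (0.43), a neuronal tubulin. Tubb3 also had 0.43 in P301L hTau+ over control neurons. Ecel1 was at 1.85 FPKM in WT hTau+, 1.37 FPKM in P301L hTau+ and 1.20 FPKM in control neurons. By 25% or more, 10 of the 22 stood apart from control, against 2 in the median of expression-matched random lists. Lists of other kinds had larger medians in the same comparison. They were 0.34 for markers of fibroblasts, meninges and mural cells, 0.32 for inhibitory neuron markers, 0.23 for tubulins and 0.18 for nuclear-retained RNAs. In P301L hTau+ neurons 14 of the 22 injury response genes were higher than control, with a median of 0.10 (bootstrap interval -0.03 to 0.18), and 5 stood apart. RNA levels do not show the phosphorylation of these kinases, which the paper measured with antibodies. From the MAPK genes and Jun in the profile, together with the raised c-Jun, phospho-c-Jun and phospho-JNK in the nuclei (Fig. 5), the paper concludes that the MAPK-JNK pathway is activated in degenerating WT hTau+ neurons.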

JNK has both pro- and anti-apoptotic functions, depending on many complex factors [36]. To gauge its involvement in our model, we deployed a selective JNK inhibitor at a dose effective to diminish the activities of JNK and c-Jun in the culture of WT tau^+^ neurons (Figs. 5D-F) and observed substantial reduction of neurotoxicity with the treatment (Figs. 5H-J).

DLK is a MAP3K functionally involved in axonal degeneration as well as regeneration, generally in sync with the activities of JNKs and c-Jun [37–40]. We hypothesized that DLK activity may serve as a key node of the MAPK pathway in WT hTau^+^ neurons thus decided to examine the potency of an established DLK inhibitor to curb JNK/c-Jun signaling [41]. Similar to the JNK inhibitor, DLK inhibition effectively repressed the activities of JNK and c-Jun in hTau+ neurons (Figs. 5D-F). More potent than the JNK inhibitor, DLK inhibition significantly rescued the neurons from WT hTau-induced neurotoxicity (Fig. 5H-J). Altogether, we have identified MAPK-DLK signaling as a significant contributor to WT hTau-induced neurodegeneration.

### P301L hTau Overexpression Differentially Affects Primary Neurons

The P301L missense mutation in *MAPT* is causally associated with human FTLD and has been extensively studied in various tauopathy models [14, 15]. To compare its functional impact relative to WT hTau, we similarly infected primary neurons with P301L *MAPT* packaged into an identical AAV vector to achieve equivalent overexpression. By morphological examination and measurement of LDH release, we unexpectedly observed a reduced extent of neurodegeneration by P301L hTau in side-by-side examination with WT hTau (Figs. 6A-C). Consistently and significantly, P301L hTau induced less cytotoxicity than WT hTau on primary neurons in all time points examined (Fig. S3A). In line with these observations, we detected lower amounts of activated caspase 3 protein in mutant hTau^+^ neurons (Figs. 6D and E). To comprehend the underlying mechanism, we carefully compared the hTau protein expression and found that P301L hTau was somewhat less phosphorylated, even though the total abundance of transgenic tau protein was slightly higher than in cells expressing WT hTau (Figs. 6D-F, S1A). Despite a ubiquitous distribution of the mutant hTau protein, phosphorylated P301L hTau was largely restricted to somas of neurons, an intriguing contrast to phosphorylated WT hTau which abundantly associated with axons and dendrites (Fig. 6F). No thioflavin S^+^ signal was detected in these cells (Fig. S3B), suggesting the lack of NFT deposition, similar to WT hTau.

**Fig. 6:**
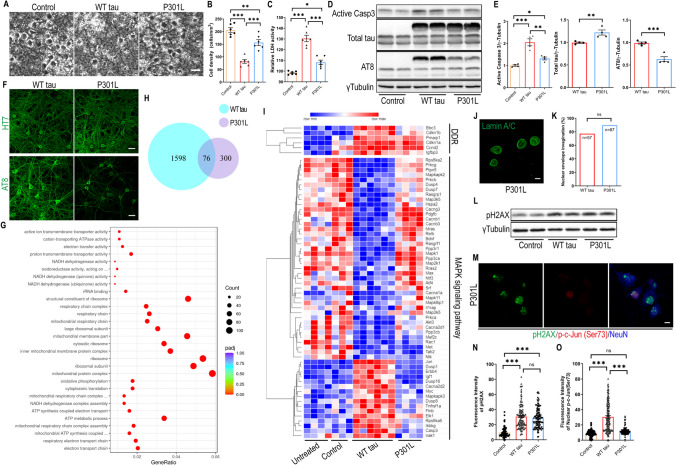
Differential effects of P301L and WT hTau on primary neurons. **(A)** Representative cell images in control, WT tau, P301L tau (P301L) groups at day 9 post-infection. Scale bar represents 25 μm. **(B)** Quantification of cell density from cultures shown in **A**. n=6 images/group. **(C)** Relative LDH activity in culture media from cultures shown in **A**. n=6 wells/group. **(D)** Western blot showing active caspase 3, total tau and AT8 expression in control, WT tau and P301L tau groups at day 7 post-infection. **(E)** Quantification of active caspase 3, exogenous total tau and AT8 expression. n=4 samples/group. **(F)** Representative images of HT7 and AT8 staining in WT tau or P301L tau groups. The scale bar represents 20 μm. **(G)** Top 30 most significantly affected pathways in P301L tau group, compared with control group. **(H)** Venn diagram of DEGs affected by WT versus P301L tau in neurons. **(I)** Heatmap showing differential expression of DNA damage response (DDR) and MAPK signal pathway genes among different groups. The rows in the heatmap were sorted by similarity via hierarchical clustering. **(J)** Representative images of lamin A/C staining in P301L group. The scale bar represents 5 μm. **(K)** Quantification of nuclear envelope invagination rate in WT tau and P301L tau groups. n=57, 87 neurons in control and WT tau groups, respectively. **(L)** Western blot result of pH2AX expression in control, WT tau and P301L tau groups at day 7 post-infection. **(M)** Representative images of pH2AX and p-c-Jun (Ser73) co-staining in P301L tau group. The scale bar represents 5 μm. **(N)** Quantification of pH2AX signals in control, WT tau, and P301L tau groups. n=82, 124, 123 neurons in control, WT tau, P301L tau groups, respectively. **(O)** Quantification of nuclear p-c-Jun (Ser73) signals in control, WT tau, P301L tau groups. n=130, 146, 120 neurons in control, WT tau, P301L groups, respectively. Data are presented as mean ± SEM. Statistical significance was determined using unpaired, two-tailed Student’s t test in E (total tau and AT8), Fisher’s exact test in K, or one-way ANOVA with Tukey’s multiple comparisons test in B, C, E (active caspase 3), N and O.

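Neurons infected with the P301L vector held 3577 FPKM of human MAPT RNA, which is 2.53 times the AAV control and 1.07 times the WT hTau+ level. P301L is a tau mutation of inherited frontotemporal dementia. Mouse Mapt was at 120 FPKM in these neurons. The group holds 4 libraries, taken 7 days after infection and compared with the 3 AAV control libraries that also serve the WT hTau+ comparison. Their scaled depth was 13.6 to 15.5 M reads (median 14.5 M), below that of the control libraries, and 5162 of 5162 low values came out as whole reads. The median counting SE of a log2 ratio was 0.046 against control and 0.040 against WT hTau+ neurons, for genes at 5 CPM or more. Ribosomal RNA took 2.89% of the reads, mitochondrial transcripts took 3.97%, against 3.72% in control neurons, and human MAPT took 0.353%. Group means were again deposited, so differences carry no test. For the 376 genes of the paper's P301L list, the log2 ratio of the means had the sign of the paper's fold change in 376, with a median absolute difference of 0.00311.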

For a deeper understanding of changes initiated by mutated tau, we profiled the transcriptome of P301L hTau^+^ neurons and obtained a list of genes that were differentially regulated by the mutant tau. Pathway analysis revealed that P301L hTau significantly affected processes such as “electron transport chain”, “mitochondrial protein complex”, and “ribosome/ribosomal subunit” (Fig. 6H; supplemental data S3). By contrast, WT hTau altered the expression of over 1600 genes in neurons, more than 3 times over mutant hTau (Fig. 6G; supplemental data S2). 

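Ribosomal protein genes and nuclear genes of oxidative phosphorylation were higher in P301L hTau+ than in control neurons. Of 77 cytosolic ribosomal protein genes, 75 were higher and 2 lower, with a median log2 ratio of 0.44 (bootstrap interval 0.35 to 0.50). Rps29, a protein of the small subunit, was at 206 FPKM against 70.9 FPKM (log2 ratio 1.54, counting SE 0.03), and Rpl35a, of the large subunit, was at 21.0 against 8.85 FPKM, with an adjusted p of 0.0328 from the paper's DESeq2 test. Of 79 nuclear-encoded genes of oxidative phosphorylation, 74 were higher and 5 lower, with a median of 0.41 (bootstrap interval 0.31 to 0.52). Ndufb1, a subunit of complex I, was at 28.7 against 11.2 FPKM, and Atp5k, a subunit of ATP synthase, at 67.5 against 24.6 FPKM. Mitochondrial ribosomal proteins were higher in 70 of 77 cases, with a median of 0.22, led by Mrpl54 (0.67). The 12 mitochondrially encoded genes had a median of 0.14, which became -0.11 after correction for transcript length. Short transcripts as a whole were higher in the P301L libraries: outside these lists, the median log2 ratio was 0.35 for 134 genes of 501 to 750 bp, 0.14 for 802 genes of 1001 to 1500 bp and -0.07 for 2313 genes of 4001 to 6000 bp. Lists of other genes matched on transcript length and expression had a median of 0.24 beside the ribosomal proteins and 0.22 beside oxidative phosphorylation. After correction for main-transcript length the ribosomal protein and oxidative phosphorylation medians were 0.17 and 0.15. Ribosomal protein genes have near-identical pseudogenes, so their single values are uncertain. The 44 ribosomal protein pseudogenes measured had a median log2 ratio of 0.32. Astrocyte markers were lower in the P301L libraries, 18 of 19, with a median of -0.32. Nuclear-retained RNAs were lower in 15 of 21 cases, with a median of -0.13. By 25%, 2 of these RNAs were higher and 7 lower, a total of 9 against 1 in the median of expression-matched random lists. In WT hTau+ neurons 68 of the 77 cytosolic ribosomal protein genes and 53 of the 79 nuclear-encoded oxidative phosphorylation genes were also higher than control, with medians of 0.12 and 0.05, both at percentile 100 of expression-matched random lists.

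**Figure D2:**
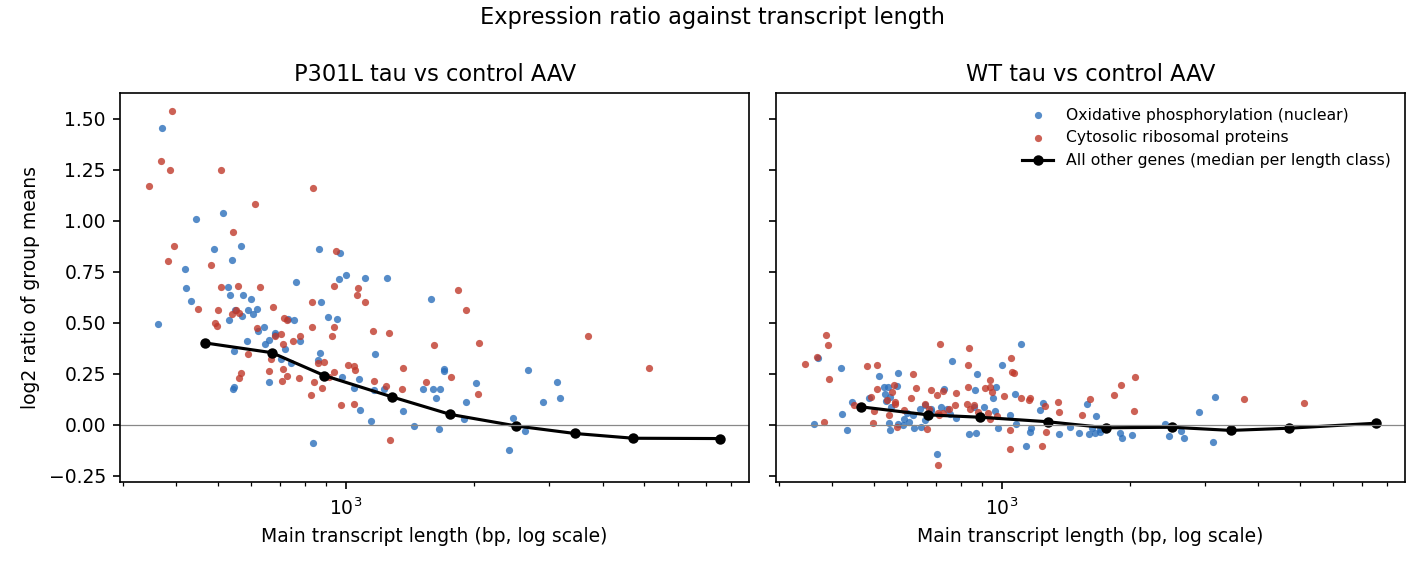
Log2 ratio of P301L hTau+ over control neurons and of WT hTau+ over control neurons, against main transcript length in bp on a log axis. Red points are cytosolic ribosomal proteins, blue points are nuclear-encoded oxidative phosphorylation genes, and the black line is the median of the other genes per length class, which runs from 0.40 at 500 bp or less to -0.07 above 6000 bp in P301L hTau+ neurons and from 0.09 to 0.01 in WT hTau+ neurons.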

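In P301L hTau+ neurons, 139 genes were at least 1.5 times higher and 28 at least 1.5 times lower than in control neurons, among those with a mean of at least 5 CPM. With each group rescaled to a common sum of FPKM, the split was 98 higher and 53 lower, and after correction for main-transcript length the split was 31 higher and 24 lower, a total of 55 genes against 150 in WT hTau+ neurons with the same correction. It leaves out genes with no main-transcript length, 45 of the 167 in P301L hTau+ and 5 of the 157 in WT hTau+ neurons. Rpl38-ps2, a ribosomal protein pseudogene, had the largest log2 ratio, 1.81, and the mitochondrial tRNA gene mt-Tn had 1.62. Lower genes included Gpr17, a receptor of oligodendrocyte precursors, at 0.469 against 1.14 FPKM (log2 ratio -1.28; the paper's adjusted p is 0.00163, DESeq2), the complement gene C4b (-1.11) and Sox21 (-0.71), a transcription factor of neural progenitors. Of 11 oligodendrocyte lineage markers, 9 were lower, with a median log2 ratio of -0.32. Without length correction, the log2 ratios ran from -0.21 to 0.21 in the WT hTau+ and from -0.20 to 0.23 in the P301L hTau+ comparison, from the 10th to the 90th percentile of genes. The paper's lists, called by its adjusted p from 6 WT hTau+ and 4 P301L hTau+ libraries, hold 1674 and 376 genes. Of the 376, 248 have a positive fold change and 72 lie at 1.5 times or more, and 76 genes stand in both lists.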

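Set directly against P301L hTau+ neurons, WT hTau+ neurons had lower ribosomal protein and oxidative phosphorylation genes and lower cholesterol synthesis genes. Of 77 cytosolic ribosomal protein genes, 74 were lower in WT hTau+ neurons, with a median log2 ratio of -0.31 that became -0.12 after correction for main-transcript length. Rpl38 had -0.96 and Rpl39 -0.95. Of 79 nuclear-encoded oxidative phosphorylation genes, 75 were lower, with a median of -0.37, or -0.16 after that correction. Lists of other genes matched on transcript length and expression had a median of -0.26 beside the ribosomal proteins and -0.24 beside oxidative phosphorylation. Uqcr11, of complex III, had -0.90 and Ndufa3, of complex I, had -0.80. Nsdhl, a sterol dehydrogenase, was at 15.8 FPKM in WT hTau+ and 30.0 FPKM in P301L hTau+ neurons, and 24 of 24 cholesterol genes were lower, with a median of -0.66. Axon guidance genes stood apart by 25% in 25 of 94 cases, 18 higher and 7 lower in WT hTau+ neurons, against 12 in the median of expression-matched random lists. Plxna3, a semaphorin receptor, was at 13.9 against 9.78 FPKM, and Rnd1 had a log2 ratio of -0.86. The list's median of 0.05 became -0.01 after correction for main-transcript length and 0.16 with each group rescaled to a common sum of FPKM. It became 0.12 with summed-read totals without ribosomal RNA and human MAPT. Of 28 apoptosis-promoting genes, 18 were higher and 10 lower, with a median of 0.07 at percentile 75.2 of the random lists. By 25%, 8 were higher and 0 lower, against 6 in the median of the random lists (percentile 85.0). Bbc3 had a log2 ratio of 0.53 and Pidd1 had 0.52. Bcl2l11, which encodes the BH3-only protein BIM, had 0.50 and Casp2, a caspase, had 0.42. Other lists differed in the same comparison: nuclear-retained RNAs had a median of 0.29 (18 of 21 higher in WT hTau+ neurons), oligodendrocyte lineage markers 0.34 (11 of 11), inhibitory neuron markers 0.20 (13 of 14) and astrocyte markers 0.14 (17 of 19). In all, 89 genes were at least 1.5 times higher and 174 at least 1.5 times lower in WT hTau+ neurons. Rescaling each group to a common sum of FPKM moved the median of all genes by 0.107 log2 units and the split to 200 higher and 84 lower. Summed-read totals without ribosomal RNA and human MAPT moved that median by 0.066 and gave 145 and 114. Correction for main-transcript length, which leaves out genes with no such length, gave 60 higher and 114 lower.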

A direct genome-wide comparison between WT and P301L hTau+ neurons uncovered selective alterations of “axon guidance” and “apoptosis” by WT hTau, and “ribosome” and “oxidative phosphorylation” by P301L hTau (Fig. S3C). 

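Target genes of p53, the transcription factor that responds to DNA damage, were higher than control in both WT hTau+ and P301L hTau+ neurons. In each comparison 25 of 32 were higher and 7 lower. The median log2 ratio was 0.23 (bootstrap interval 0.09 to 0.41) in WT hTau+ and 0.12 (bootstrap interval 0.05 to 0.27) in P301L hTau+ neurons. The latter was 0.04 with each group rescaled to a common sum of FPKM. That rescaling moved the median of all measured genes by -0.077, to -0.090, in the P301L hTau+ comparison. It moved that median by 0.030 in the WT hTau+ comparison. Lists of other kinds moved too: inhibitory neuron markers had a median of 0.32 in WT hTau+, and astrocyte markers -0.32 in P301L hTau+ neurons. Btg2, an antiproliferative gene, had a log2 ratio of 0.95 in WT hTau+ neurons, and Rprm, which halts the cell cycle in G2, was at 51.9 FPKM in control, 43.4 FPKM in WT hTau+ and 65.5 FPKM in P301L hTau+ neurons. Cdkn1a, which encodes the cyclin-dependent kinase inhibitor p21, was at 14.7 FPKM in control, 19.4 FPKM in WT hTau+ and 18.8 FPKM in P301L hTau+ neurons. The paper's adjusted p is 2.27e-07 and 0.0158 (DESeq2). Of 41 genes that sense and repair DNA damage, 21 were higher in WT hTau+ and 15 in P301L hTau+ neurons. Their medians of 0.00 and -0.08 lay at percentiles 15.9 and 2.27 of the expression-matched random lists. Among random lists matched on gene length and expression, the percentiles were 13.8 and 10.6. The former median was 0.06 with summed-read totals without ribosomal RNA and human MAPT. H2ax, which encodes the histone variant H2AX, was at 36.1 FPKM in WT hTau+ and 46.5 FPKM in control neurons, and Ercc2, a helicase of excision repair, had -0.42 in P301L hTau+ neurons. MAPK pathway genes set apart from control by 25% numbered 17 of 214 in P301L hTau+ neurons, against 23 in the median of expression-matched random lists, and 45 in WT hTau+ neurons. Of the 214, 77 were higher and 137 lower in P301L hTau+ neurons, with a median of -0.05 that ran from -0.13 to -0.02 under other scalings and length corrections. The lower members included Pdgfra (-0.50), a growth factor receptor of glial precursors, and Fgfr3 (-0.56), a receptor of astrocytes. Both comparisons use the same 3 control libraries, and the difference between them carries no test.

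**Figure D3:**
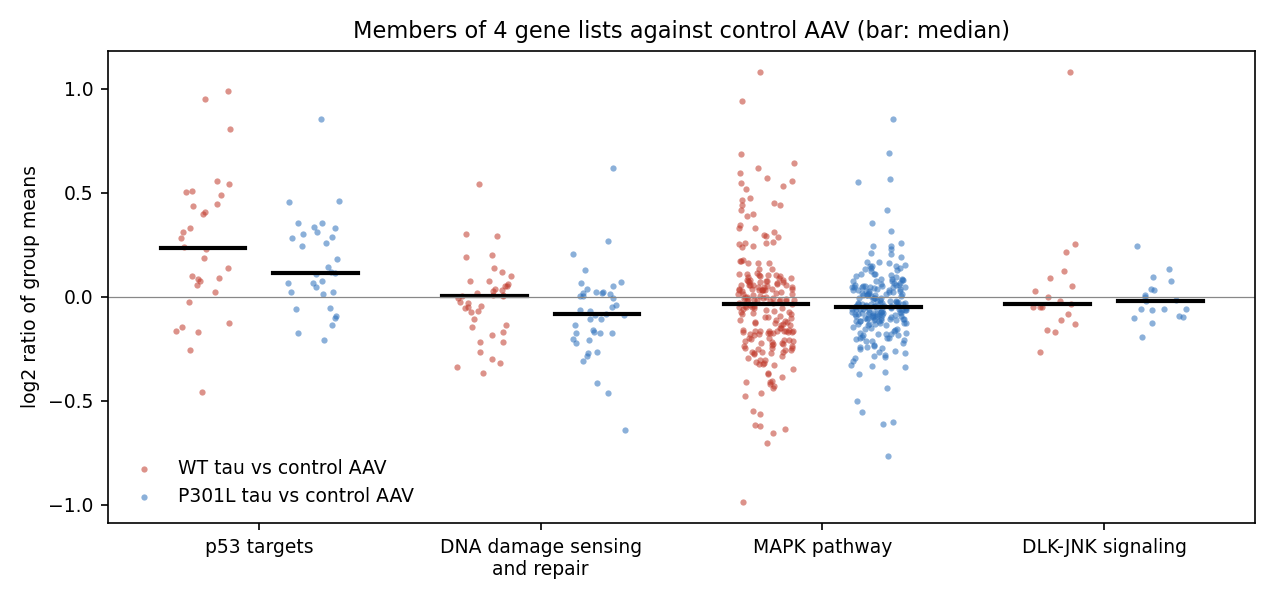
Log2 ratio over control neurons of the members of the p53 target, DNA damage, MAPK pathway and DLK-JNK lists, in WT hTau+ (red) and P301L hTau+ (blue) neurons, with a bar at each median. The p53 target medians lie at 0.23 and 0.12, and the MAPK medians at -0.03 (0.02 with summed-read totals without ribosomal RNA and human MAPT) and -0.05.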

In terms of DNA damage response, the two hTau forms elicited similar gene expression profiles (Fig. 6I); however, P301L hTau did not disrupt MAPK pathway genes as did the WT hTau (Fig. 6I).

To confirm these findings, we examined P301L hTau^+^ neurons and detected many cells with invaginated nuclear envelope, similar to WT hTau^+^ neurons (Figs. 6J and K). Likewise, increased pH2AX signal, comparable with WT hTau, was detected in P301L hTau^+^ neurons (Figs. 6L-N). By contrast, P301L hTau^+^ neurons contained much lower detectable levels of phospho-c-Jun in their nuclei in comparison with WT hTau (Figs. 6M and O), consistent with RNAseq profiling showing a major difference in MAPK pathway between the two forms of hTau. Moreover, P301L hTau^+^ neurons showed little sign of axonal degeneration (Fig. S3D). 

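Jun was higher in WT hTau+ than in P301L hTau+ neurons in the RNA profiles. Jun had a log2 ratio of 0.84 (counting SE 0.02) for WT hTau+ over P301L hTau+ neurons, and 0.24 (counting SE 0.03) for P301L hTau+ over control neurons. Dusp1 had 0.87 and Dusp16 0.68 for WT over P301L, while P301L hTau+ and control neurons held 4.45 and 4.23 FPKM of Dusp1. As a group the 16 dual specificity phosphatases did not stand apart: 7 were higher and 9 lower for WT over P301L, and 3 differed by 25%, as in the median of expression-matched random lists. Igf1, a growth factor upstream of the MAP kinases, had 0.71 and Relb -1.07. Map3k12 was at 11.0 FPKM in P301L hTau+ neurons, a log2 ratio of 0.24 for WT over P301L. Of 214 MAPK pathway genes, 25 were higher and 16 lower in WT hTau+ than in P301L hTau+ neurons by the measure of 25%. The total of 41 compares with 32 in the median of expression-matched random lists and lies at percentile 96.4 of them. The list's median log2 ratio was 0.00, and it was 0.11 with each group rescaled to a common sum of FPKM and -0.04 after either length correction. From the MAPK genes in the profile and the lower nuclear phospho-c-Jun (Fig. 6), the paper concludes that P301L hTau differs from WT hTau in its effect on the MAPK pathway.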

Altogether, our investigation reveals that P301L hTau overexpression differentially affected primary neurons other than WT hTau in many important aspects.

### DNA Damage Response and DLK-MAPK Signaling Synergistically Promote Neurodegeneration

To comprehend the relationship between DDR and MAPK-DLK activation in WT tauopathy, we took a closer look at the WT hTau^+^ neurons by dual immunostaining of pH2AX and phospho-c-Jun and detected more cells expressing the marker of DDR than those with MAPK signaling (Fig. 7A). We did not find a significant correlation between the levels of the two markers on a per cell basis, but noticed a general lack of cells solely expressing nuclear phospho-c-Jun (Figs. 7A and B). Interestingly, WT hTau^+^ neurons treated with DLK inhibitor did not diminish the pH2AX signal (Figs. 7C and D), suggesting that DNA damage response is either upstream or independent of MAPK-DLK signaling.

**Fig. 7:**
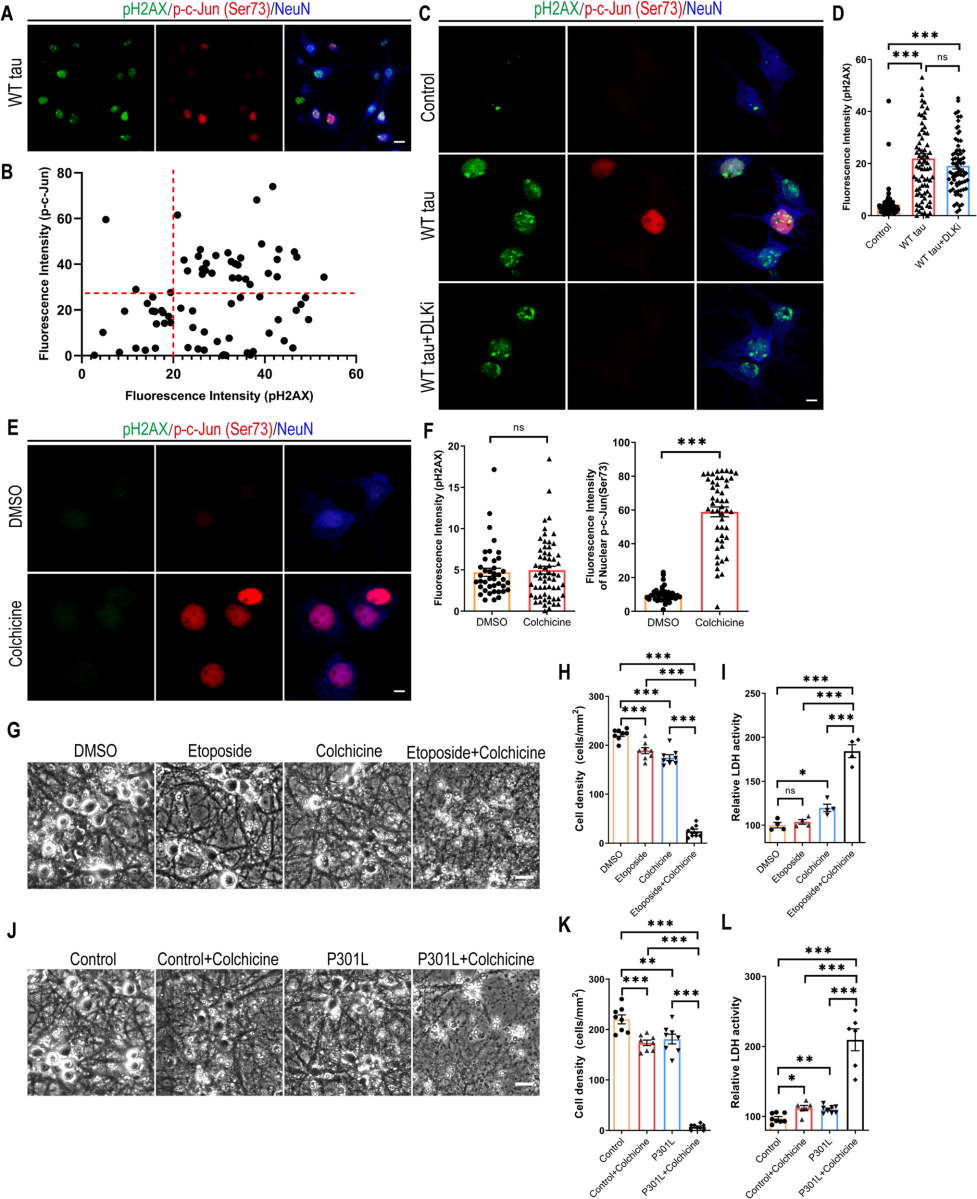
Synergy between DNA damage response and MAPK-DLK signaling in neurodegeneration. **(A)** Representative images of pH2AX and p-c-Jun (Ser73) co-staining in WT tau group. The scale bar represents 10 μm. **(B)** The correlation analysis of nuclear pH2AX and p-c-Jun (Ser73) signals in culture as shown in **A**. Total of 76 neurons were subjected to Pearson correlation analysis. R^2^=0.0492, p=0.0542. **(C)** Representative images of pH2AX and p-c-Jun (Ser73) co-staining in control and WT tau groups with or without DLK inhibitor treatment. The scale bar represents 5 μm. **(D)** Quantification of nuclear pH2AX signals in cultures as shown in **C**. n=63, 78, 72 neurons in control, WT tau, WT tau + DLKi groups, respectively. **(E)** Representative images of pH2AX and p-c-Jun (Ser73) co-staining in vehicle DMSO- and colchicine-treated groups. The scale bar represents 5 μm. **(F)** Quantification of nuclear pH2AX and p-c-Jun (Ser73) signals in cultures as shown in **C**. n=41, 50 neurons in DMSO, colchicine groups, respectively. **(G)** Representative cell images in groups treated with DMSO, etoposide, colchicine, and etoposide plus colchicine. The scale bar represents 25 μm. **(H)** Quantification of cell density in cultures as shown in **G**. n=8 images/group. (**I**) Relative LDH activity in culture media of cells as shown in **G**. n=4 wells/group. **(J)** Representative cell images in control and P301L tau groups, treated with vehicle or colchicine. The scale bar represents 25 μm. **(K)** Quantification of cell density in cultures as shown in **J**. n=8 images/group. **(L)** Relative LDH activity in culture media of cells as shown in **J**. n=8, 6, 8, 6 wells in the above groups, respectively. Data are presented as mean ± SEM. Statistical significance was determined using one-way ANOVA with Tukey’s multiple comparisons test in D, H, I, K and L, or unpaired, two-tailed Student’s t test in F.

Pathogenic tau is known to modify cytoskeletal functions by dissociating from microtubules and intercepting F-actin [42, 43]. Having observed distinct distribution patterns of WT and P301L phospho-hTau (Fig. 6F) and selective accumulation of activated caspase 3 in axonal spheroids in WT hTau^+^ neurons (Fig. 2A), we hypothesized that 1) axonal WT hTau may stimulate MAPK-DLK signaling by inducing axonal degeneration independently from somatic hTau-induced DDR; and 2) MAPK-DLK signaling and DDR function synergistically in WT hTau^+^ neurons, whereas lack of axonal DLK activation renders P301L tau less neurotoxic. To test this hypothesis, we adopted a selective inhibitor of microtubule formation [44], as disruption of microtubule dynamics is known to cause DLK-mediated axonal swelling and degeneration [45]. Low-dose colchicine treatment robustly induced nuclear phospho-c-Jun accumulation without any sign of DDR in primary neurons (Figs. 7E and F). We also used etoposide, a chemotherapy agent capable of inducing dsDNA breaks: primary neurons exposed to low-dose etoposide readily upregulated nuclear pH2AX expression (Fig. S4). Individually, these compounds caused limited toxicity in neurons after 48 hours; however, combined treatment resulted in severe cell loss and LDH release, indicating a powerful synergistic effect of axonal stress and DDR in neurodegeneration (Figs. 7G-I). To further demonstrate the interaction between these pathways in the tau-relevant situation, we treated P301L hTau^+^ neurons with low-dose colchicine and observed significantly expedited degeneration in culture (Figs. 7J-L). In summary, these findings uncover a striking synergistic interplay between DNA damage response and the MAPK-DLK axis in AD-relevant neurodegeneration.

## Discussion

In this study, we investigated the consequence of human tau overexpression in primary neurons and discovered a pathogenic coupling of DNA damage response and DLK-MAPK signaling in wild-type hTau-mediated neurotoxicity. By contrast, P301L hTau, which is associated with FTLD, elicited primarily the DNA damage response, with less aggressive neurodegeneration (Fig. 8). The overt WT hTau-induced pathology was highly significant and reproducible, yet somewhat unexpected. Historically, non-mutant *MAPT*-expressing mouse strains either develop no CNS NFT or limited tangle pathology only when the animals are aged [14, 15]. Instead, overexpression of mutant *MAPT* genes results in robust NFT deposition in rodent brains, which led to the wide adaptation of the mutant models to study tauopathy. It becomes clear now that transgene expression *in vivo* is grossly affected by the promoter of choice as well as transgene copy number and insertion sites, making it difficult to directly compare different transgenic lines. Interestingly, Gamache *et al* constructed genetically matched transgenic mice overexpressing WT or P301L 0N4R hTau and observed greater pathogenicity in WT hTau^+^ animals, including exaggerated tau hyperphosphorylation and early cognitive impairment [46]. Although we studied the 2N4R isoform *in vitro*, the phenotypic disparity between WT and mutant hTau is highly analogous.

**Fig. 8:**
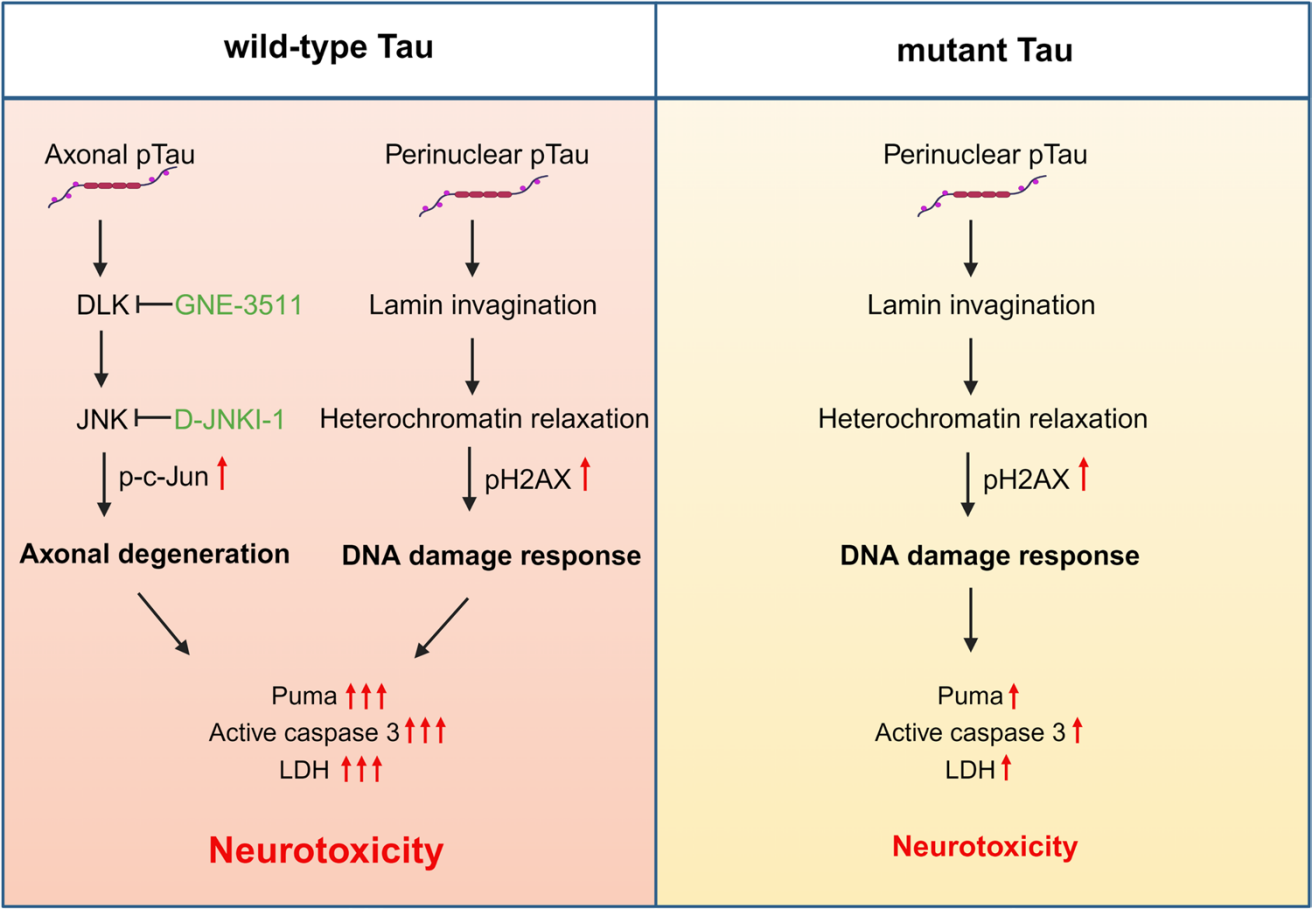
Schematic of intraneuronal tau-induced neurodegeneration. Wild-type and mutant human tau exhibit differential toxic effects on primary neurons. Wild-type tau triggers DLK-MAPK-mediated axonal degeneration and DNA damage response, which synergistically promote overt neurotoxicity. Mutant tau primarily produces DNA damage response, with less severe toxic effect.

AD and other tauopathies may affect different brain regions, thus their pathogenesis can be mediated by different types of neurons, circuits, and other cell types under the influence of distinct local signals. Nevertheless, our cortical neuron culture revealed a remarkable contrast between WT and mutant hTau in altering key cellular processes, highlighting a keen influence by the identity of the tau protein itself in disease progression. Extensive biochemical and biophysical characterization has revealed structural distinctions between NFTs formed under different tauopathy conditions, of which sensitive tracers can be applied to detect their deposition by positron emission tomography [47, 48]. In addition to altered binding to microtubules, WT hTau interacts with a long list of cellular proteins not observed with FTLD-associated mutants [20, 43, 49, 50]. For example, Tracy *et al* performed an in-depth analysis of the tau interactome in human iPSCs and reported preferential interaction of WT tau with mitochondria and impaired bioenergetics by FTLD-tau [20]. Not so surprisingly, WT and mutant hTau also differentially affect the global transcriptome. Using tau-inducible HEK cells, Montalbano *et al* reported that WT hTau affected a higher number of genes than P301L mutant, including those involved in cytoskeleton-dependent processes, while P301L hTau perturbed pathways associated with reactive oxygen species [21]. In fully differentiated neurons, we similarly observed more profound influence of WT hTau on transcriptome (Fig. 6H) and detected selective effects on “axon guidance” and “apoptosis” by WT hTau, and “ribosome” and “oxidative phosphorylation” by P301L hTau (Fig. S3).

AD and tauopathies are associated with numerous nuclear irregularities, which include excessive DNA damage [51, 52], altered DNA repair [27, 53], cell cycle re-entry [25, 54], chromosomal defects [55] and senescence [56, 57]. Long linked to brain aging and neurodegeneration, neuronal DNA damage, manifested by pH2AX^+^ foci, accumulates early in AD brain [56, 57]. Here, we detected comparable levels of pH2AX signal associated with WT and mutant hTau in primary neurons. Very low levels of tau localizes inside the nuclei of healthy neurons, where it plays a role in regulating genome stability and nucleolar function [58]. Although we did not observe increased nuclear tau, our characterization revealed close proximity of hTau with the nuclear membrane, which is accompanied by significant nuclear envelope deformation (Figs. 4 and 6). This finding is consistent with earlier reports on human AD as well as the aberrant interaction between pathogenic tau and nuclear pore components [59–63]. Nuclear envelope disruption may also impair the structures that anchor heterochromatin and cause genomic injury [64]. Our examination revealed abnormal heterochromatin relaxation and dsDNA damage response in hTau^+^ neurons (Fig. 4). While tau-associated global chromatin relaxation has been reported in human AD and identified as a toxic effector of neurodegeneration in a tauopathy model, tau accumulation was also shown to trigger DDR by various studies [27, 63, 65, 66]. DNA damage is a well-known stress inducer of apoptosis [67]. In WT hTau^+^ neurons, we observed an enrichment of the “apoptosis” pathway, the upregulation of several prototypical executors of apoptosis, such as caspase-3 and PUMA, and detected the functional involvement of caspase activation (Figs. 3, S2 and S3).

Neurons are highly sensitive to stress, which can activate multiple signaling pathways and eventually lead to cell death governed by a variety of mechanisms [68, 69]. Axonal degeneration is of particular importance, as axonal cytoskeleton integrity is essential for many neuronal functions, such as long-range cargo transport and transmission of action potentials [70]. We have detected several hallmarks of axonal degeneration in WT hTau^+^ neurons: prominent formation of axonal spheroids colocalized with activated caspase 3 and accumulation of fragmented neurofilaments, accompanied by the loss of synapses and eventual release of LDH and cell death (Figs. 2 and 3). In contrast, little axonal degeneration was detectable in P301L hTau^+^ neurons (Fig. S3D). Coincidently, we found that WT hTau, hyperphosphorylated and aggregated, is abundantly distributed throughout the axons and dendrites. This is in sharp contrast with P301L hTau, which was largely restricted to the soma of neurons when phosphorylated (Figs. 2 and 6). Consistent with our *in vitro* findings, axonopathy represents the most robust pathological feature exhibited by various WT hTau animal models *in vivo,* which was remarkably absent in mutant *MAPT*-expressing brains [71–74].

The activity of DLK, a neuron-specific MAP3K, is centrally involved in both axonal degeneration and regeneration, and its pathogenic role has been implicated in neurodegeneration [41, 75]. Intriguingly, DLK’s downstream target JNK and its substrate c-Jun were increased in WT hTau^+^ neurons, mirrored by the enrichment of the MAPK pathway in these cells (Fig. 5). Furthermore, we showed that pharmacological inhibition of DLK was highly effective in rescuing WT hTau^+^ neurons, implying a prominent role played by the DLK-MAPK axis in AD-relevant neurodegeneration (Fig. 5). Axonopathy and transport deficits occur early in the pathogenesis of AD when axonal swellings are abundant near the amyloid plaques [76]. Not merely appearing in Braak I-III, phospho-tau^+^ axonal spheroids continuously and robustly build up in later stages (Braak IV-VI) of the disease [76–78]. Remarkably, expression of phospho-JNK and phospho-c-Jun correlates positively with phosphorylated pathogenic tau in AD brains [41]. Notably, the MAPK pathway has been independently identified by recent proteomic studies as one of the most significantly affected processes in AD [79, 80]. Hence, our findings from a cellular tauopathy model here offer mechanistic insight into how the DLK-JNK-c-Jun axis, one discrete branch of the MAPK cascade, may directly partake in neuron-intrinsic degeneration in AD.

Sporadic late-onset AD is shaped by complex processes, including aging, genetic risks, life styles, and numerous factors inside and outside the brain [6, 7]. We have so far focused on investigating the neuronal intrinsic effects of human tau in the absence of non-autonomous response. Neuroinflammation represents a hallmark of AD and contributes significantly to the disease pathogenesis. We plan to develop *in vivo* tauopathy models using the same set of AAV vectors to dissect the interaction between hTau^+^ neurons and glial populations known to play critical roles in tau-induced neurodegeneration [81, 82]. Another limitation is that we have only characterized the longest 2N4R form so far, but both 3R and 4R tau isoforms are implicated in AD [5]. Thus, future studies are necessary to elucidate the role played by different tau isoforms. In AD, tau pathology develops progressively and follows a topological pattern, where regional vulnerability has been postulated [83, 84]. Hence, it would be important to further examine the regional response by neurons to non-mutated tau in detail.

### Supplementary Information

ESM 1

ESM 2

ESM 3

ESM 4

ESM 5

## Data Availability

• RNAseq data  has been deposited in GEO. Accession number 246259.

## Abbreviations

AAV: Adeno-associated virus
AD: Alzheimer’s disease
AP-1: Activator protein 1
CBD: Corticobasal degeneration
CNS: Central nervous system
DDR: DNA damage response
DLK: Dual leucine zipper kinase
DLKi: DLK inhibitor
dsDNA: Double stranded DNA
FTLD: Frontotemporal lobar degeneration
hTau: Human tau
JNK: c-Jun N-terminal kinase
JNKi: JNK inhibitor
LDH: Lactate dehydrogenase
MAP3K: MAP kinase kinase kinase
MAPK: Mitogen-activated protein kinase
MAPT: Microtubule associated protein tau
NFT: Neurofibrillary tangles
p-c-Jun: Phospho-c-Jun
pH2AX: Phospho-Histone H2A.X
p-JNK: Phospho-JNK
pNF-H: Phospho-Neurofilament H
p-p53: Phospho-p53
PSP: Progressive supranuclear palsy
RNAseq: RNA Sequencing
SYN1: Synapsin I
ThioS: Thioflavin S
WT: Wild-type
Z-VAD: Z-VAD-FMK

How the deposited data were processed for this re-analysis (not part of the article)

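RNA was measured by poly-A RNA sequencing in 17 libraries of primary mouse neurons: 4 untreated, 3 infected with the AAV control vector, 6 with the WT hTau vector and 4 with the P301L hTau vector, infected on day 5 in vitro and collected 7 days later. Groups were taken from the sample labels. The submitters' processing notes name fastp, HISAT2 2.0.5 and featureCounts 1.5.0-p3, and the paper's methods give DESeq2 with Benjamini-Hochberg adjustment for the authors' own tests. The labels name mm10, but of 52073 gene identifiers shared with GENCODE M21 only 1467 (2.82%) have the same start and end in the deposited table, so no coordinates are given. Whether the libraries kept strand is left open by the labels, so overlapping and antisense genes cannot be separated.

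The authors deposited FPKM values, which they made from read counts per gene divided by gene length and library size, as 1 mean per group for 56981 genes, human MAPT included. The deposited means hold no value per library. The count test fixed before the data were examined, with its gene list tests and left-out replicates, could therefore not be run, and no SD, n or p-value was computed. Where an adjusted p is given, it is the paper's.

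Depth was recovered from the deposited FPKM of low genes: FPKM times gene length falls on whole multiples of what 1 read is worth in each library. The number of such steps was 4, 3, 6 and 4 in untreated, control, WT hTau+ and P301L hTau+ neurons, equal to the numbers of libraries, and every low value tested came out whole at a relative tolerance of 1e-05 (4689, 4501, 4903 and 5162 values). By chance 0.03%, 0.014%, 0.056% and 0.021% would. Reads per group were then obtained from FPKM, length and depth, and gave 95% counting intervals of each ratio, which cover counting error only.

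Ratios were taken between group means on the log2 scale with a pseudocount of 0. A gene counted as measured at a mean of at least 1 CPM over the libraries (14233 genes, without ribosomal RNA and human MAPT). Genes were counted at a ratio of 1.5 times and a mean of at least 5 CPM, and list members at a ratio at least 25% above 1 or below its inverse. These sizes and the minimum of 1 CPM were chosen after the unit of the values was known.

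The 40 gene lists and cell type markers were written before the data were examined. Each list's median log2 ratio was set against 10000 random lists of the same size, drawn within 20 classes of mean expression, or within 10 classes each of gene length and expression. Intervals of a median are bootstraps over 10000 draws of its genes. Main-transcript length was the median length of the principal protein-coding transcripts in GENCODE M21. For lists matched on it, each gene was replaced by 1 of the 50 nearest other genes in transcript length and expression. Length corrections subtracted a lowess curve over a share of 0.3 of the genes, fitted outside the ribosomal and oxidative phosphorylation lists. That restriction was made after a fit over all genes had been seen.

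The rule for named genes, written beforehand, took the 10 genes with the largest ratio in each direction among called genes, up to 4 called members per list, every gene the paper names from its RNA measurements, and Mapt, Map3k12, Mapk8, Mapk9, Mapk10 and Arid5a, the last from the paper's table. As no gene could be called, the largest ratios at 5 CPM or more took the place of called genes, and the largest ratios the place of the smallest p in each list. Results for 3 genes were left out of the text for reasons unrelated to their values.

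The calculations were tested on simulated data for the WT hTau+ and control comparison over 56981 genes. All library sizes were recovered, and the counting interval held the true ratio for 96 of 100 genes changed 1.5 times and 97 of 100 changed 2 times. Over 13924 genes, 62 of 1000 unchanged lists of 30 genes fell outside the 2.5th to 97.5th percentile, and 50 of 50 lists raised 1.15 times were found. The number of unchanged lists was raised after a smaller run had been seen.

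Of the 106 alternatives listed beforehand, those that need values per library were not run. Those that were run, and others added later, changed the filter, the scaling, the pseudocount or the length correction. Markers of microglia, endothelial cells and blood were left out of the text, since 1, 2 and 0 of their genes were measured. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.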

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

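The size that sets a gene list apart here, a median log2 ratio of at least 0.25 either way and outside the random lists, was chosen after the data were seen. The test by ribosomal protein pseudogenes and its bound were chosen only after its result was seen, and the test by main-transcript length after the list medians and a trend with gene length were known.

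Ribosomal protein and nuclear-encoded oxidative phosphorylation genes were higher in P301L hTau+ than in control neurons, with medians of 0.44 and 0.41. Gene length or main-transcript length as the whole cause is argued against by the place of both lists at percentile 100 among lists matched on either length and on expression. A lower share of non-neuronal cells as the whole cause is argued against by general neuron markers, whose median log2 ratio was 0.0201, although astrocyte and oligodendrocyte lineage markers were lower, each with a median of -0.32. A shift of reads from pseudogenes to their parent genes stays open: the pseudogenes had a median of 0.323 (bootstrap interval 0.12 to 0.54), and other genes of 500 bp or less had 0.40. Transcript length may still account for part of the difference, since matched lists of other genes had medians of 0.24 and 0.22. These matched genes were longer, so they may understate that part. Their median transcript was 899 bp beside 780 bp for ribosomal proteins and 893 bp beside 849.5 bp for oxidative phosphorylation. RNA quality or library preparation that differed between the groups stays open: nuclear-retained RNAs had a median of -0.13 in the same comparison, and the paper gives minimum values of RNA quality, not values per group. An effect of the mutant tau stays open too and was not tested.

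Genes of cholesterol synthesis and uptake, which the paper's text does not discuss although its supplemental data S1 has a row of 11 genes for steroid biosynthesis, were lower in WT hTau+ than in control neurons, with a median of -0.74. A lower share of astrocytes as the whole cause is argued against by astrocyte markers, whose median of -0.159 lay far above that of the cholesterol list. The authors' scaling between groups is argued against by the distance of the list from the median of all genes, -0.741. An effect of WT hTau on sterol synthesis stays open as a hypothesis, as does a difference in the state of the degenerating cultures, and neither was tested.

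Fatty acid synthesis genes were also lower in WT hTau+ neurons, with a median of -0.26. This list was lower in P301L hTau+ than in control neurons too, 18 of 19, with a median of -0.16. It was also lower in control than in untreated neurons, 13 of 19, with a median of -0.18. Markers of inhibitory neurons were higher in all 14 cases, with a median of 0.32, and markers of fibroblasts, meninges and mural cells in 9 of 11, with a median of 0.34.

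In P301L hTau+ neurons, tubulin genes had a median of 0.30 over control, markers of fibroblasts, meninges and mural cells 0.32, astrocyte markers -0.32 and oligodendrocyte lineage markers -0.32.

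Between AAV control and untreated neurons, activity-regulated genes had a median of 0.35, with 25 of 26 higher in control neurons, and astrocyte markers had -0.44, with 19 of 19 lower.

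Human MAPT RNA was at 1412 FPKM in AAV control neurons, against 1 read in untreated neurons. The paper does not report an RNA level for this vector.

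The smallest WT hTau+ library, at 12.5 M scaled reads, stood apart from the other libraries of its group, with a gap of 0.685 of the group's range against a critical value of 0.625. Chance alone sets apart about 1 in 20 groups. Its own gene values are not in the deposited means.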

How the results depend on the processing

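All settings below except the missing low-value filter and the random lists matched on gene length were added after the data were seen. No paired analysis was possible because the deposited columns are group means that carry no replicate number. Not run, since they need counts per library, were the other count test and scalings listed beforehand, fits of 2 groups only, fits with the replicate number as a block, surrogate variables, thinning to equal depth, leaving out each replicate, a threshold of 0.01 and the gene set tests. The cause of the changes was not tested, except where the setting itself shows it. Of the results for single genes, 1052 stayed within their counting interval, 221 moved and 8 that lay beyond counting error changed sign. Of the list medians, 1230 stayed within their bootstrap interval, 95 moved and 7 that lay outside the random lists changed sign. With those nearer 0 counted, 28 results for single genes and 62 list medians changed sign. The scaling settings move all genes of a comparison alike, so sign changes under them reflect that shift and not a single gene or list. Of the gene counts, ranks and percentiles, 36 stayed within a factor of 1.5, or in the same tail of the random lists, and 17 moved. The 4 percentiles with matching on gene length and the 4 with matching on main-transcript length were among those that stayed. Median-of-ratios scaling and a pseudocount of 0.1 FPKM moved none of them. Depth limits low genes: without a filter the counts below consist mostly of genes with few reads.

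With no low-value filter, the genes 1.5 times apart numbered 7543 for WT hTau+ against control, 7451 for P301L hTau+ against control, 8834 for WT against P301L and 6970 for control against untreated, and Jun was number 844 by size. With a mean of at least 10 reads per library in every group, the numbers were 567, 640, 738 and 473, and Jun was number 11. More genes enter under both. With a pseudocount of 1 FPKM, which shrinks the ratios of low genes, they were 73 for WT against control, 147 for WT against P301L and 32 for control against untreated, and Jun was number 2.

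With each group rescaled to a common sum of FPKM, WT hTau+ against control gave medians of 0.034 for DNA damage genes and -0.0044 for the MAPK pathway. P301L hTau+ against control gave 0.038 for p53 targets, -0.13 for the MAPK pathway and -0.012 for mouse Mapt. The median of all genes moved by -0.077 in the P301L hTau+ and by 0.030 in the WT hTau+ comparison with control. WT against P301L gave 0.11 for the MAPK pathway, 0.16 for axon guidance, -0.20 for ribosomal proteins, -0.26 for nuclear-encoded oxidative phosphorylation and 0.035 for Mapt.

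Summed-read totals without ribosomal RNA and human MAPT also replace the authors' denominators. With them, WT hTau+ against control gave 0.061 for DNA damage genes, 0.023 for the MAPK pathway and 0.032 for axon guidance. The values were -0.049 for the synaptic vesicle cycle, 0.0056 for Mapk8 and 0.021 for Mapk10. The median of all genes moved by 0.058 in this comparison. WT against P301L gave 0.070 for the MAPK pathway, 0.12 for axon guidance and -0.24 for ribosomal proteins.

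After correction for gene length, 105 genes were 1.5 times apart between P301L hTau+ and control. The medians were -0.020 for the MAPK pathway, 0.33 for ribosomal proteins, 0.27 for nuclear-encoded and -0.15 for mitochondrially encoded oxidative phosphorylation. WT against P301L gave -0.039 for the MAPK pathway, -0.015 for axon guidance, -0.24 for ribosomal proteins, -0.23 for nuclear-encoded and 0.043 for mitochondrially encoded oxidative phosphorylation, and -0.035 for Ccnd2.

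After correction for main-transcript length, 55 genes were 1.5 times apart between P301L hTau+ and control and 174 between WT and P301L. P301L hTau+ against control gave -0.026 for the MAPK pathway, 0.0020 for axon guidance, 0.17 for ribosomal proteins, 0.15 for nuclear-encoded and -0.11 for mitochondrially encoded oxidative phosphorylation, and -0.051 for Mapt. WT against P301L gave -0.041 for the MAPK pathway, -0.013 for axon guidance, -0.12 for ribosomal proteins, -0.16 for nuclear-encoded and 0.0050 for mitochondrially encoded oxidative phosphorylation, -0.043 for Ccnd2 and 0.024 for Mapt.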

Differences from the paper's values

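None of the log2 ratios set beside the paper's fold changes differed from them by more than the counting error or in sign. The differences below are from statements and tables.

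The paper places Jun at the top of the higher genes in WT hTau+ neurons by adjusted p. In its supplemental data S2, Arid5a has the smallest adjusted p among genes with a positive fold change, and Jun is number 2. By the size of the log2 ratio Jun is number 4.

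The paper states that WT hTau altered many more genes than P301L hTau. By size alone, with no test and a minimum of 5 CPM, 157 genes were 1.5 times apart from control in WT hTau+ and 167 in P301L hTau+ neurons. With no low-value filter, a setting listed beforehand, the numbers were 7543 and 7451. Of the settings chosen after the values were seen, correction for main-transcript length gave 150 and 55, leaving out 45 of the WT and 26 of the P301L genes in the paper's lists, correction for gene length gave 155 and 105, leaving out 2 and 0, and rescaling to a common sum of FPKM gave 154 and 151, which is the paper's direction each time. The other later settings ran against it: a pseudocount of 1 FPKM gave 73 and 123, and 0.1 FPKM gave 137 and 159. Median-of-ratios scaling gave 156 and 172, and summed-read totals without ribosomal RNA and human MAPT gave 156 and 167. At least 10 reads per library gave 567 and 640. The order therefore depends on the setting. Counting error also differs between the groups. The P301L hTau+ mean rests on 4 libraries and 58.2 M scaled reads, the WT hTau+ mean on 6 libraries and 99.1 M. The median counting SE against control was 0.046 for P301L hTau+ and 0.041 for WT hTau+ neurons. A larger error can raise a count by size, most among genes with few reads. By how much was not tested. The paper's lists rest on adjusted p with no minimum fold. Of the genes in those lists, 228 of 1673 and 72 of 376 lie at 1.5 times or more.

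The gene columns headed Up and Down in the paper's enrichment tables run against the group means. In supplemental data S1, 665 of the 665 genes found in the Up column had a ratio of WT hTau+ over control below 1, while in the Down column 449 had a ratio above 1 and 0 a ratio below 1. In supplemental data S3, held here only in part (459 rows), 514 of 516 in the Up column had a ratio of P301L hTau+ over control below 1 and 622 of 632 in the Down column a ratio above 1. Supplemental data S2 has the direction of the group means.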

Other observations

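The test of scaling for the p53 targets was written before its result was seen, and the lists were fixed before the data were examined. The genes named within them were chosen by size.

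AAV control neurons differed from untreated neurons in RNA levels, a comparison for which the paper gives no gene list. Among 11189 genes, 46 were at least 1.5 times higher and 31 lower. Immediate early genes, which respond to neuronal activity, were higher, including Npas4 (log2 ratio 0.64), Egr2 (0.63), Junb (0.53) and Fos (0.52). Astrocyte genes were lower, including Mfge8, a phagocytosis bridging protein, at 36.0 FPKM in control and 67.8 FPKM in untreated neurons, and Aldoc, an astrocyte aldolase, with -0.71. The nuclear RNA Malat1 was at 118 against 66.3 FPKM, and 19 of 21 nuclear-retained or intron-retaining RNAs were higher, with a median of 0.17. The 12 mitochondrially encoded genes were lower in 12 cases, with a median of -0.23.

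The list of the integrated stress and unfolded protein responses was lower in 20 of 30 cases in WT hTau+ neurons, with a median of -0.07, while Ddit3, which encodes CHOP, and Eif2ak3, which encodes PERK, each had a log2 ratio of 0.54. Hmox1, heme oxygenase 1, was at 31.7 against 20.9 FPKM, and the NRF2 and heat shock list had a median of 0.09 (bootstrap interval -0.01 to 0.28), with Hspa8, a heat shock protein, at -0.23. Nuclear-retained RNAs had a median of 0.18 in WT hTau+ and -0.13 in P301L hTau+ neurons. Tubulin genes had a median of 0.23 and kinesins and dyneins of axonal transport -0.11 in WT hTau+ neurons, with Kif21b, a kinesin, at 53.5 against 81.5 FPKM. Markers of excitatory neurons had a median of -0.20.

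Of the genes the paper measured by PCR in other samples, Cdkn1b, which encodes p27, was at 17.0 FPKM in control, 20.6 FPKM in WT hTau+ and 19.5 FPKM in P301L hTau+ neurons. Bbc3 was at 13.9 FPKM in P301L hTau+ neurons.

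Targets of p53 were higher in AAV control than in untreated neurons, 23 of 32, with a median of 0.16 (bootstrap interval 0.02 to 0.28). Cdkn1a was at 14.7 against 9.19 FPKM, and Eda2r, a death receptor, had a log2 ratio of 0.75. The authors' scaling between groups is argued against by the list's place at percentile 100 of expression-matched random lists. A response to AAV infection, or to the RNA of the control vector, is a hypothesis that stays open and was not tested. Every hTau comparison with control neurons starts from this level.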
